# Executioner caspases 3 and 7 are dispensable for intestinal epithelium turnover and homeostasis at steady state

**DOI:** 10.1073/pnas.2024508119

**Published:** 2022-02-01

**Authors:** Farzaneh Ghazavi, Jelle Huysentruyt, Jordy De Coninck, Stephanie Kourula, Sofie Martens, Behrouz Hassannia, Tim Wartewig, Tatyana Divert, Ria Roelandt, Bastian Popper, Andreas Hiergeist, Peter Tougaard, Tom Vanden Berghe, Marie Joossens, Geert Berx, Nozomi Takahashi, Adam Wahida, Peter Vandenabeele

**Keywords:** mucosal immunology, apoptosis, caspases, cell death, regeneration

## Abstract

Apoptosis is widely believed to be crucial for epithelial cell death and shedding in the intestine, thereby shaping the overall architecture of the gastrointestinal tract, but also regulating tolerance induction, pinpointing a role of apoptosis intestinal epithelial cell (IEC) turnover and maintenance of barrier function, and in maintaining immune homeostasis. To experimentally address this concept, we generated IEC-specific knockout mice that lack both executioner caspase-3 and caspase-7 (*Casp3/7*^ΔIEC^), which are the converging point of the extrinsic and intrinsic apoptotic pathway. Surprisingly, the overall architecture, cellular landscape, and proliferation rate remained unchanged in these mice. However, nonapoptotic cell extrusion was increased in *Casp3/7*^ΔIEC^ mice, compensating apoptosis deficiency, maintaining the same physiological level of IEC shedding. Microbiome richness and composition stayed unaffected, bearing no sign of dysbiosis. Transcriptome and single-cell RNA sequencing analyses of IECs and immune cells revealed no differences in signaling pathways of differentiation and inflammation. These findings demonstrate that during homeostasis, apoptosis per se is dispensable for IEC turnover at the top of intestinal villi intestinal tissue dynamics, microbiome, and immune cell composition.

## Significance

Historically, programmed cell death by apoptosis is considered crucial for proper intestinal organogenesis and gut homeostasis. To challenge this concept, we generated caspase-3 and -7 double knockout mice specifically in intestinal epithelial cells (IECs). However, absence of apoptosis in IECs elicits neither morphological and inflammatory changes nor intestinal dysbiosis during gut homeostasis at steady state. This demonstrates the robustness of intestinal homeostasis at steady state for the absence of caspase-3/7 and shows that in contrast to caspase-8, which keeps necroptosis and associated inflammation in check, caspase-3/7–dependent apoptosis of IECs in homeostatic conditions is dispensable for normal intestinal development, immune cell composition, and microbiome control.

Tissue homeostasis requires a fine-tuned balance between self-renewal, proliferation, differentiation, and ultimately cell death (1). A discrete single epithelial cell layer in the gut forms the barrier between luminal content and the intestinal mucosa and functions in digestion and absorption. These epithelial cells all arise from actively cycling LGR5^+^ stem cells at the bottom of intestinal crypts, subsequently moving up the crypt–villus axis and differentiating into specialized absorptive, secretory, or defensive epithelial lineages (2, 3). Constant cell division enables rapid turnover and apical-oriented migration of these cells, resulting in a turnover time of 3 to 5 d. Under homeostatic conditions, cellular turnover in the intestinal epithelium—through the shedding of cells at the apical villi—accounts for approximately 10% of the dying cells in our body. Apoptosis is widely believed to be the critical modality for epithelial cell death and subsequent shedding, thus shaping the overall architecture of the gastrointestinal tract and regulating tolerance induction toward food and microbiome during homeostasis at steady state (4, 5).

Biologically, apoptosis is viewed as immunologically silent, serving as a prerequisite for eliminating old or unneeded cells without causing damage to the surrounding tissues by initiating aberrant immune responses. Moreover, apoptotic cells serve as a critical source of signals required for wound healing and regeneration in multiple organisms (6–8). The concept of apoptosis-induced proliferation (AiP) following injury (9–12) exemplifies its essential homeostatic functions via the release of attractive factors for stem and immune cells (13–15). Mechanistic studies recently evoked that specific metabolites released from apoptotic dying cells function as tissue messengers (16). Seminal work from Blander and coworkers documented sampling of the preapoptotic cell content prior to cell extrusion at the top of the villi by the CD103^+^ subset of macrophages and dendritic cells, which form protrusions toward the shedding cells (17). This recognition resulted in antiinflammatory signaling in the innate immune cells of the submucosa layer. This phenomenon suggests that apoptotic cell shedding might represent inward cross-talk to the mucosal immune system, which might be critical for tolerance induction. On the other hand, the daily stream of dying cells shed into the lumen may denote outward cross-talk to the gut microbiome by affecting the composition of microbial communities, a principle that recently was shown in cell death–microbiome interaction in *Drosophila* (18).

Alternatively, disturbances within this highly regulated dynamic system, where cell proliferation must be counterbalanced by cell death, can cause serious diseases. Resistance to cell death is believed to be a driving force of intestinal tumor development (19). On the contrary, excessive cell death in the gut might eventually result in barrier disruption and chronic inflammation (20). Altogether, these findings support an emerging concept in which aberrant cell death and survival signaling pathways in the gut constitute an overarching feature of intestinal disease such as inflammatory bowel disease, irrespective of the genetic background (21–24). Indeed, monogenetic variants in members of the TNF- or NF-κB–signaling pathway such as in RIPK1, NEMO, and caspase-8, which impair proper downstream signaling and skew TNF signaling toward excessive cell death and intestinal inflammation (25–28). Most prominently, conditionally deleting caspase-8 in intestinal epithelial cells (IECs) led to terminal ileitis due to excessive necroptosis (29). Caspase-8 has a dual function in cell death regulation, serving as an initiator caspase in both intrinsic and extrinsic apoptosis, and acting as a dominant-negative regulator of TNF-induced necroptosis by cleaving RIPK1 and avoiding excessive necroptosis induction (30–32). In contrast to caspase-8, inhibition or deletion of caspase-3 or caspase-7 does not sensitize toward TNF-induced necroptosis (33, 34).

Intriguingly, while homeostatic apoptosis of epithelial cells is considered essential for IEC turnover, where it counterbalances cell proliferation in the intestinal crypts and subsequently determines the number and differentiation of epithelial cells shaping the GI tract architecture (15, 35), Brinkman et al. showed that intestinal morphology of mice deficient for either caspase-3 or caspase-7 did not differ from wild-type (WT) mice (36). However, single deletion of one of these executioner caspases might not be sufficient to entirely impair apoptosis, due to their functional redundancy during apoptosis (37). Therefore, it is still unclear whether the apoptotic cell death process as such is essential for morphogenesis during intestinal development. Furthermore, homeostatic cell shedding might occur at least functionally independently of apoptotic cell death initiation by overcrowding of epithelial cells at the top of the villi. This in turn induces the extrusion of living cells through mechanical force exerted by neighboring epithelial cells likely followed by anoikis once the interaction with neighboring cells is lost (38, 39). However, it remains contentious whether cell death precedes the dynamic extrusion process or whether cell death occurs at a later time point, before the release of epithelial cells into the lumen (38–41).

To investigate the role of apoptosis in intestinal homeostasis, we generated tissue-specific knockout mice that lack both caspase-3 and caspase-7 in the intestinal epithelium (*Casp3/7*^ΔIEC^). Overall, we found that absence of executioner caspases does not affect intestinal architecture, immune cell composition, and microbiome composition, illustrating genetically the robustness of intestinal homeostasis at steady state to bypass the requirement of such a complex and regulated process as caspase-3 and -7–driven apoptosis (35, 38, 40, 42, 43).

## Results

### Epithelial Deletion of Caspase-3 and -7 Does Not Affect Intestinal Homeostasis at Steady State.

To evaluate the role of apoptosis in IEC homeostasis at steady state, we generated mice deficient for the executioners of apoptotic cell death, caspase-3 and -7 (*Casp3/7*^ΔIEC^) in the intestinal epithelium, using the expression of the Cre-recombinase under the control of an IEC-specific promoter (Villin-Cre) (*SI Appendix*, Fig. S1 *A* and *B*). These mice were viable, born at the expected Mendelian ratios, and reached adulthood. When examined for the overall gut architecture and histopathology, the *Casp3/7*^ΔIEC^ mice showed no significant differences in the length of the small intestine and colon or in their normalized value to the bodyweight between *Casp3/7*^ΔIEC^ and littermate *Casp3/7*^fl/fl^ (henceforth denoted as WT) mice (Fig. 1*A*). Despite the widely accepted paradigm that apoptosis is critical for intestinal cellular turnover (15, 35), histomorphological analysis by hematoxylin and eosin (H&E) staining revealed that loss of both caspase-3 and -7 had no apparent effect on the overall intestinal architecture (Fig. 1*B*). Specifically, morphometry of villi and crypts showed no shortening or blunting of small intestinal villi (Fig. 1*C*). We next examined via histological analysis IEC differentiation, a fundamental cornerstone of homeostatic cell turnover (Fig. 1 *D*, *F*, and *I*). Analysis of goblet and Paneth cells at adult age or during development by staining mucin and lysozyme, respectively, revealed no changes in goblet or Paneth cell abundances in *Casp3/7*^ΔIEC^ mice (Fig. 1 *E* and *G* and *SI Appendix*, Fig. S1*C*). To examine intracellular morphological changes or subcellular signs of cellular stress due to the absence of apoptosis in the IEC compartment, we performed transmission electron microscopic (TEM) analysis of small intestinal crypts and the Paneth cell compartment (Fig. 1*H*). Again, no overt signs of Paneth or goblet cell impairment in *Casp3/7*^ΔIEC^ mice were seen. Next, we examined the proliferative capacity of IECs in *Casp3/7*^ΔIEC^ and WT mice. By staining and quantifying Ki67^+^ cells in small intestinal sections, no significant difference was observed (Fig. 1 *I* and *J*). To functionally address the intrinsic cell differentiation and regeneration potential of stem cells, we employed the reductionist small intestinal organoid system starting from isolated crypts harboring LGR5^+^ intestinal stem cells (44). Organoids derived from either adult stem cells of *Casp3/7*^ΔIEC^ or WT mice showed the same preserved crypt–villus architecture with crypt-like budding domains, which led to a similar organoid-forming capacity between *Casp3/7*^ΔIEC^ and WT cultures (Fig. 1 *K* and *L*). Altogether, these data imply that the net result of the inter- and intracellular processes that determine growth and differentiation of intestinal epithelial cells revealed no phenotypic differences between WT and *Casp3/7*^ΔIEC^ mice.

**Fig. 1.**
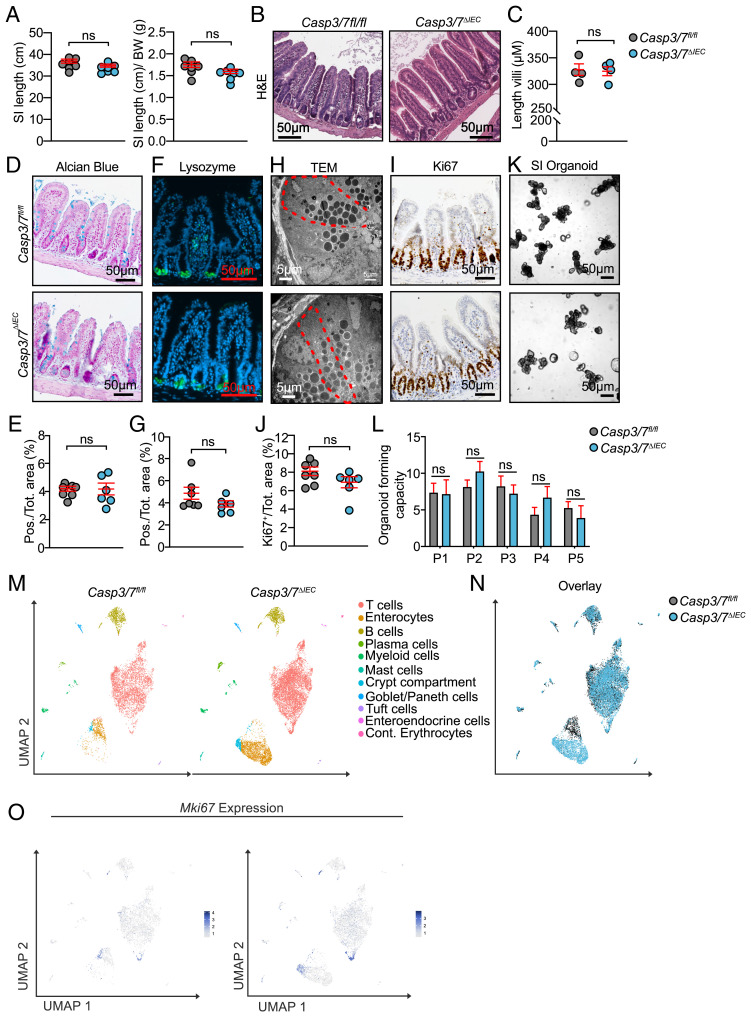
Epithelial deletion of Caspase-3 and -7 does not affect intestinal homeostasis at steady state. (*A*) The length of small intestine and its normalized value to the body weight in *Casp3/7*^ΔIEC^ (*n* = 7) were compared to *Casp3/7*^fl/fl^ mice (*n* = 7). (*B*) Representative micrographs of H&E staining of small intestinal sections from *Casp3/7*^ΔIEC^ and *Casp3/7*^fl/fl^ mice. Scale bars are indicated. (*C*) Quantification of the average length of around 200 villi measured in *Casp3/7*^ΔIEC^ (*n* = 4) and *Casp3/7*^fl/fl^ (*n* = 4) mice. (*D* and *E*) Alcian Blue staining (as a proxy for goblet cells) and automated quantification thereof in small intestinal sections from *Casp3/7*^ΔIEC^ (*n* = 6) and *Casp3/7*^fl/fl^ (*n* = 7) mice. (*F* and *G*) Lysozyme staining (as a proxy for Paneth cells) and automated quantification thereof in small intestinal sections from *Casp3/7*^ΔIEC^ (*n* = 6) and *Casp3/7*^fl/fl^ (*n* = 7). (*H*) Ultramicroscopic analysis of Paneth cell compartment via TEM. (*I* and *J*) Ki67 staining (as a proxy for proliferating cells) and automated quantification thereof in small intestinal sections from *Casp3/7*^ΔIEC^ (*n* = 6) and *Casp3/7*^fl/fl^ (*n* = 7) mice. (*K* and *L*) The organoid cultures derived from LGR5^+^ intestinal stem cells of *Casp3/7*^ΔIEC^ and *Casp3/7*^fl/fl^ mice and organoid forming capacity calculated after the first five passages (P1 to P5). (Scale bars, 50 µm.) A two-tailed unpaired *t* test was conducted to compare *Casp3/7*^ΔIEC^ with *Casp3/7*^fl/fl^ mice. Each point represents an individual mouse, and the line represents mean ± SEM. For bar plots in *L*, the error bars are the SEM and three mice per group per passage were analyzed. (*M*) UMAP of intraepithelial (IEL) cells extracted from three *Casp3/7*^fl/fl^ and *Casp3/7*^ΔIEC^ (*n* = 3 per genotype) mice. Identified populations are indicated. In total, 679 *Casp3/7*^fl/fl^ vs. 2,227 *Casp3/7*^ΔIEC^ enterocytes; when looking at total cells per sample: 7,584 *Casp3/7*^fl/fl^ cells and 11,956 *Casp3/7*^ΔIEC^ cells, equaling a relative share of 9.0% in WT and 18.6% in *Casp3/7*^ΔIEC^. The relative higher share of enterocytes in the case of Casp3/7^ΔIEC^ cells is probably due to the stressful conditions during the isolation procedure resulting in higher levels of apoptosis in WT cells, while this occurs less in enterocytes derived from *Casp3/7*^ΔIEC^ mice. (*N*) Overlay of *Casp3/7*^fl/fl^ and *Casp3/7*^ΔIEC^ cells from IEL cells. (*O*) UMAP with normalized expression of *Mki67*. (ns: non significant *P-*value.)

To further challenge this overall conclusion, we performed single-cell RNA sequencing (scRNA-seq) on cells isolated from the small intestine, colon, and mesenteric lymph nodes. In the small intestine, we analyzed cells originating from the superficial mucosal layer comprising mostly IECs and from the lamina propria, mainly containing intraepithelial leukocytes. Quantitative analysis portraying the cellular diversity and size of individual populations revealed no marked difference between *Casp3/7*^ΔIEC^ and WT mice (Fig. 1*M*). Overlay depiction of Uniform Manifold Approximation and Projections (UMAPs) obtained after annotation using cell type–specific expression markers indicated that almost all cell types identified via scRNA-seq harbored a near-perfect overlap (Fig. 1*N*). When considering epithelial populations, we noted that compared to WT mice, the samples obtained from *Casp3/7*^ΔIEC^ contained significantly more cells (Fig. 1*N*). Differential gene expression analysis revealed that the difference between both genotypes mainly included transcripts of mitochondrial genes or genes involved in oxidative phosphorylation. This effect is likely due to the observed differential surviving cells between WT and epithelial cells because of the extensive digestion protocol during isolation, encompassing lower levels of cellular demise of *Casp3/7*^ΔIEC^ intestinal cells, which are unable to undergo apoptosis during the isolation procedure. This mitochondrial signature may have resulted from differential stress adaptive mitochondrial oxidative phosphorylation system (OXPHOS) responses in apoptosis-deficient surviving cells. We hypothesize that cells with an apoptosis-proficient genotype would be eliminated, while those with an apoptosis-deficient genotype instead accumulate stress response signatures. But as said above, neither the number of differentiated cells nor their characteristic gene expression pattern showed any difference between WT and *Casp3/7*^ΔIEC^ IECs.

Finally, we confirmed the immunohistochemical analysis of the proliferative compartment in gut via Ki67^+^ cells, by assessing no difference in *Mki67* expression in all cell types isolated from the superficial mucosal layers from both genotypes (Fig. 1*O*).

Next, we analyzed the colon. Macroscopic or histomorphological analysis of the colon of *Casp3/7*^ΔIEC^ mice revealed no differences compared to WT (*SI Appendix*, Fig. S2 *A* and *B*). Moreover, absolute and relative lengths of the colon were unaltered (*SI Appendix*, Fig. S2 *C* and *D*). Moreover, colonoscopic analysis in aged *Casp3/7*^ΔIEC^ mice revealed no apparent signs of inflammation, neoplastic tissue, or other aberrant tissue architecture, arguing against overt inflammatory or dysplastic processes in the absence of caspase-3 and -7 even at an older age (64 wk) (*SI Appendix*, Fig. S2*E*). Finally, we also examined the cellular landscape in the colon by scRNA-seq analysis. Similar to our analysis in the small intestine, we observed neither qualitative nor quantitative differences in colonic cell composition between WT and *Casp3/7*^ΔIEC^ mice (*SI Appendix*, Fig. S2*F*). Altogether these data suggest that deficiency of major executioner caspases in IECs per se does not affect overall histology of small intestine and colon.

### Apical Shedding of IECs Still Proceeds Independently of Caspase-3/7.

The above observations reveal that executioner caspases are dispensable in shaping intestinal architecture under steady-state conditions. The question is whether cellular turnover in the intestinal epithelium proceeds independently of IEC apoptosis. Cell death in intestinal homeostasis has been primarily viewed through the prism of cellular shedding during turnover (23). The continuous shedding at the apical villi is thought to proceed in a caspase-dependent manner (38, 40, 42). Indeed, immunostaining for cleaved caspase-3 in intestinal sections from WT mice revealed that apical cells, about to be released from the top of the villi into the gut lumen, display mostly positive signals (Fig. 2*A*).

**Fig. 2.**
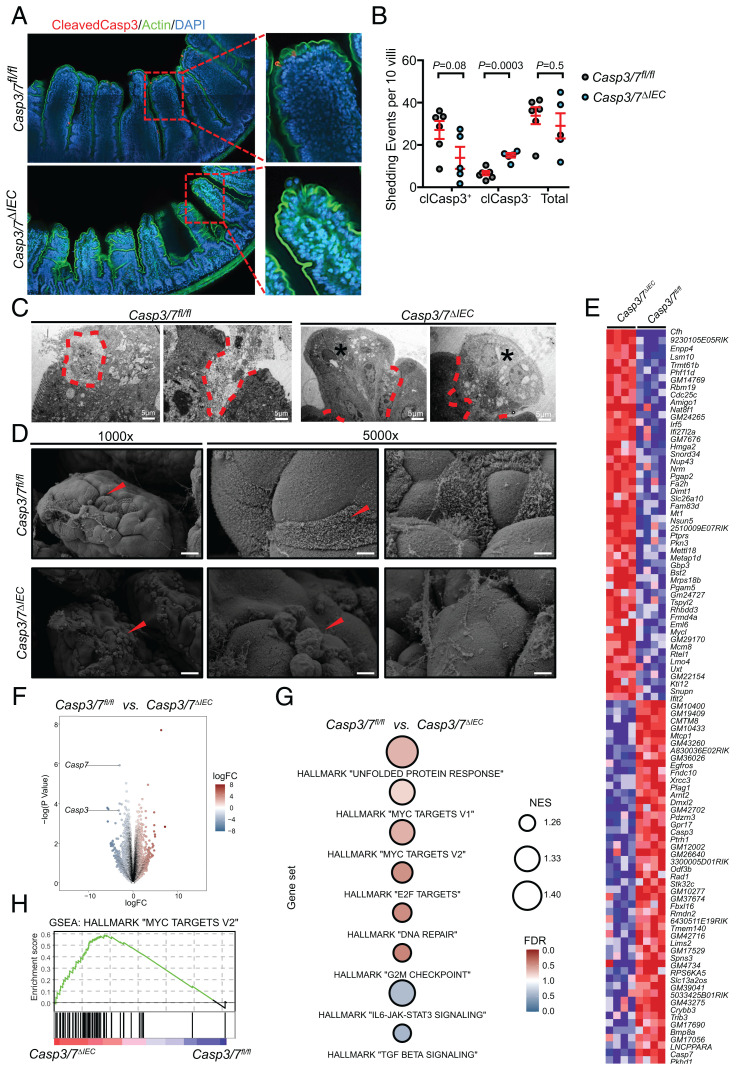
Apical shedding of IECs proceeds independently of Caspase-3 and -7. (*A* and *B*) Nonapoptotic (cleaved caspase-3^−^) and apoptotic (cleaved caspase-3^+^) extrusions were detected by confocal microscopy and quantified in *Casp3/7*^ΔIEC^ (*n* = 5) and *Casp3/7*^fl/fl^ (*n* = 6) mice. Quantification of shedding events is representative of two independent experiments. (*C* and *D*) Ultrastructural analysis of extruding cells at apical villi using TEM and SEM. Scale bars are shown. Asterisks and demarcation show the live and apoptotic extruding cells, respectively. A two-tailed unpaired *t* test was conducted to compare *Casp3/7*^ΔIEC^ with *Casp3/7*^fl/fl^ mice. Each point represents an individual mouse, and the line represents mean ± SEM. (*E*) Top 50 differentially expressed genes between *Casp3/7*^ΔIEC^ and *Casp3/7*^fl/fl^ cells (*n* = 4 biological replicates per group). Expression values are z-score normalized. The gene symbols are indicated on the *Right*. (*F*) Global differential gene expression analysis of RNA-seq data derived from *Casp3/7*^ΔIEC^ and *Casp3/7*^fl/fl^ cells (*n* = 4 biological replicates per group). Data points for *Casp3* and *Casp7* are labeled. LogFC, log2(fold change). (*G*) Gene set enrichment analyses (GSEA) for the indicated signatures. False discovery rate (FDR), color intensity of the circle. Normalized enrichment score (NES), circle diameter. Blue/red indicates the group in which a signature was positively enriched. (*H*) GSEA enrichment plot for the Hallmark gene set “Myc Targets v2.” The genotype is indicated in blue/red.

Therefore, we aimed to quantify cell loss at the top of the villi by confocal microscopy. To document the shedding events at a sufficiently high number, thick sections of the small intestine (90 µm) were examined at different intestinal regions. By combined staining for actin cytoskeleton and active caspase-3, we visualized the process of cell extrusion with or without apoptosis (Fig. 2*A*). Mechanisms responsible for the removal of cells at the top of the villus either involve apoptosis occurring before shedding through basolateral contraction of actin and myosin during IEC extrusion (40) or live-cell extrusion through mechanical force exerted by neighboring epithelial cells likely followed by anoikis, once the interaction with neighboring cells is lost (38, 39). As expected, the cell loss with an apoptotic phenotype (cleaved caspase-3^+^ cells) was reduced in the intestine of *Casp3/7*^ΔIEC^ mice compared to WT mice (Fig. 2*B*). Some cleaved caspase-3^+^ cells were still detected within the epithelial monolayer of *Casp3/7*^ΔIEC^ mice, which are probably derived from hematopoietic or stromal origin (Fig. 2 *A* and *B*) (38). Alternatively, this could also be due to incomplete Cre-expression across the gastrointestinal tract. Intriguingly, the live-cell extrusion mode of cell shedding was found in both *Casp3/7*^ΔIEC^ and WT mice (Fig. 2*B*). Interestingly, it occurred at a significantly higher rate in *Casp3/7*^ΔIEC^ mice (*P* = 0.0003), compensating the lower level of cleaved caspase-3^+^ shedding (Fig. 2*B*). The total number of shedding cells is similar in both types of mice, indicating that due to the compensatory increase of nonapoptotic cell shedding, the total turnover of IECs is not affected in apoptosis-deficient animals. Compared to WT littermates, ultrastructural analysis of small intestinal apical villi illustrated that most extruding epithelial cells in *Casp3/7*^ΔIEC^ mice displayed a distinct nonapoptotic morphology (Fig. 2*C*). Thus these findings provide genetic evidence for previous morphology-based studies, that IEC shedding occurs both by apoptosis and by an active apoptosis-independent extrusion process via densely packed epithelial cells at the top of the villus (38, 39). Once shed, these cells die equally well, whether they are proficient for executioner caspases or not.

To confirm our TEM findings and start better understanding morphological differences of apical villi, we performed scanning electron microscopy (SEM). WT and *Casp3/7*^ΔIEC^ mice show well-developed extrusion zones on top of the tongue-shaped villus structures. Comparative examination revealed multiple shedding events, vacuolated enterocytes, and incisions between remaining cells in *Casp3/7*^ΔIEC^ mice, while control mice show some shedding cells and intact mucosal surface (Fig. 2*D* and *SI Appendix*, Fig. S4*F*), confirming the difference in the shape of shedding cells. These morphological observations are in line with the hypothesis suggested by the other data of our study, i.e., that alternative nondeath-mediated shedding mechanisms are involved in *Casp3/7*^ΔIEC^ mice.

So far, our results indicated that cell death via the apoptotic executioner caspase-3 and -7 seemed dispensable to guarantee homeostatic turnover in the intestinal epithelium. Still, one possible explanation for the lack of overt phenotypes affecting homeostasis at steady state in *Casp3/7*^ΔIEC^ mice could be the compensatory enhanced activation of alternative caspases or even other cell death modalities such as necroptosis or pyroptosis. We thus tested the possible involvement of such compensatory cell death modalities via Western blotting on cell lysates of WT and *Casp3/7*^ΔIEC^ organoids. WT showed clear activation of caspase-8 and caspase-6 (*SI Appendix*, Fig. S1 *D* and *E*), while this is not the case in *Casp3/7*^ΔIEC^ organoids, arguing that no alternative apoptotic caspases took over the absence of caspase-3 and caspase-7. This conclusion is confirmed by the absence of the 89-kDa PARP1 cleavage, the prototype marker of apoptosis (*SI Appendix*, Fig. S1*G*) (45). Absence of caspase-8 activation sensitizes the necroptotic pathway in the intestine (29, 46). However, neither in WT nor in *Casp3/7*^ΔIEC^ organoids MLKL phosphorylation is observed (*SI Appendix*, Fig. S1*F*), as prototype marker of necroptosis. Moreover, histological analysis of *Mlkl*^ΔIEC^*Casp3/7*^ΔIEC^ triple knockout (TKO) and control mice did not show any signs of dysmorphic architecture as determined by H&E staining and normal lengths of intestinal compartments (*SI Appendix*, Fig. S1 *J*–*L*), supporting the notion that necroptosis apparently is not involved in compensating for the loss of apoptosis in *Casp3/7*^ΔIEC^ mice. Interestingly, GSDME and GSDMD cleavage was not different in cell lysates from WT and *Casp3/7*^ΔIEC^ organoids (*SI Appendix*, Fig. S1 *H* and *I*), suggesting that plasma membrane permeabilizing proteins may still be equally engaged by alternative proteolytic systems in organoids from both genotypes, a subject requiring further investigation.

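Small intestinal IECs from 4 WT and 4 *Casp3/7* ΔIEC mice were sequenced as bulk RNA, with 1 library per mouse. In *Casp3/7* ΔIEC mice a Cre recombinase driven by the villin promoter deletes the floxed genes of both executioner caspases in the gut epithelium. The WT mice carry the floxed genes without this deletion. According to the methods of the paper, the epithelium was released from jejunum and ileum with EDTA. Live cells that carried the epithelial surface protein EPCAM and lacked the leukocyte protein CD45 were then sorted. The labels of the deposited samples give the tissue as ileum. The authors mapped the reads to the mouse genome (mm10) with HISAT2 and counted them per gene with featureCounts. They deposited the counts without normalization for 54735 gene symbols per library. The gene annotation, the strand setting and the treatment of reads with several matches are not named in the text of the paper. Counts of near-identical paralogs, of overlapping genes and of antisense genes are therefore uncertain. The libraries held 25829265 to 28078403 counts in WT mice (median 27725157) and 25431188 to 27077220 in *Casp3/7* ΔIEC mice (median 26013132). Genes of the mitochondrial genome took 27.8 to 32.2% of the counts in WT and 31.2 to 32.0% in *Casp3/7* ΔIEC mice. Counts were scaled with the trimmed mean of M-values (TMM) and tested with the quasi-likelihood test of edgeR with Benjamini–Hochberg adjustment. Values per gene are given in CPM, the counts scaled to a common library size. As in the paper, a gene was called at an adjusted p under 0.05 with a log2 fold change above 1 or below -1. The TMM factors were 0.877 to 0.999 in WT and 1.04 to 1.11 in *Casp3/7* ΔIEC libraries and did not overlap (exact 2-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Transcripts of *Xist*, which is expressed from the inactive X chromosome, reached 172 CPM in WT replicate 4 and 260 CPM in *Casp3/7* ΔIEC replicate 4. They were at most 0.74 CPM in the other 6 libraries. These same replicates had 0 counts of the Y-linked genes *Ddx3y* and *Kdm5d*. The other 6 libraries held 602 to 1160 counts of *Ddx3y* and 659 to 1005 of *Kdm5d*. By these transcripts, replicate 4 of each genotype came from a female mouse and the other 6 libraries from males. The paper used mice of both sexes, and the labels do not give the sex.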

To examine other possible compensatory signaling pathways in *Casp3/7*^ΔIEC^ mice that could mediate an adaptive alternative developmental reprogramming in the gut in the absence of IEC apoptosis, we performed a transcriptomic analysis of bulk IEC material isolated from both WT and *Casp3/7*^ΔIEC^ mice. 

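Transcripts of both targeted genes were about 8-fold lower in the sorted IECs of *Casp3/7* ΔIEC mice. *Casp3* lies on chromosome 8 of mm10 from 46617291 to 46639689 and has 7 annotated exons. It was at 46.6 ± 9.37 CPM (SD, n = 4) in WT and 5.78 ± 3.01 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. This is a log2 fold change of -3.01 (standard error 0.37, adjusted p = 0.0012 from edgeR). *Casp7* lies on chromosome 19 from 56397129 to 56442344 and has 9 annotated exons. It was at 221 ± 33.5 CPM (SD, n = 4) in WT and 27.7 ± 6.82 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. This is 12.5% of the WT level (standard error 0.20 on the log2 scale, adjusted p = 9.6e-07 from edgeR). The 4 *Casp3/7* ΔIEC libraries held 1.72 to 8.78 CPM of *Casp3* and 20.3 to 36.0 CPM of *Casp7*. The lowest WT values were 36.3 and 185 CPM, so that every library matched its genotype label (exact 2-sided permutation test, p = 0.0286 for each gene). *Mki67*, the gene of the proliferation marker Ki67, was at 187 ± 60.0 CPM (SD, n = 4) in WT and 262 ± 73.8 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. It did not pass the test (log2 fold change 0.48, standard error 0.24, adjusted p = 0.26 from edgeR).

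**Figure D1:**
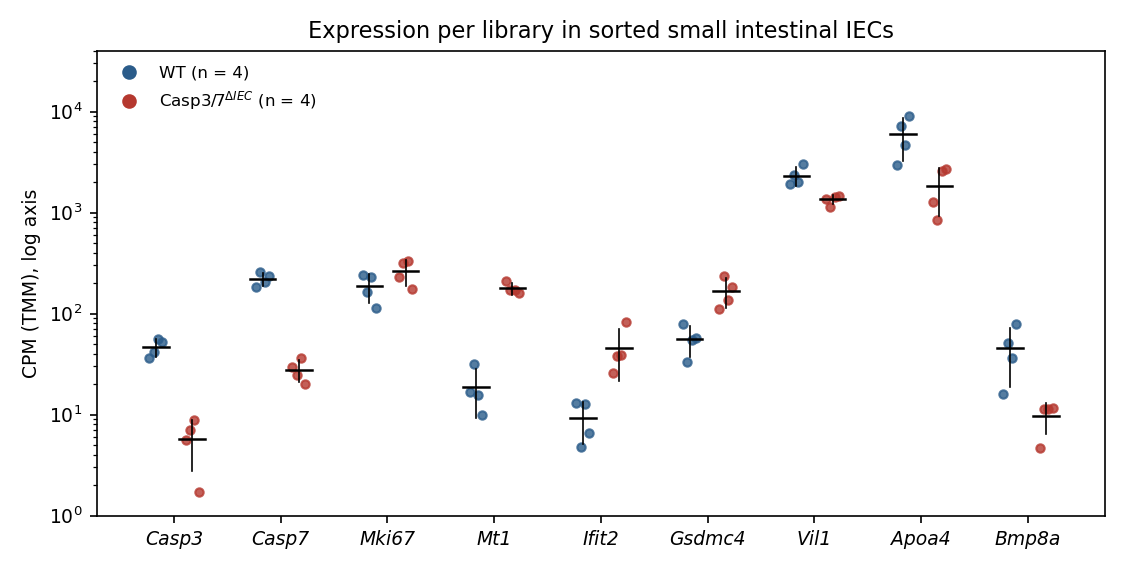
Expression per library in sorted small intestinal IECs of 9 genes, in CPM scaled by TMM on a log axis, where each dot is 1 library, the line is the mean of the 4 libraries of a genotype and the bar spans 1 SD to each side, with a lower end that is clipped where it would fall far below the values. *Casp3*, *Casp7*, *Vil1*, *Apoa4* and *Bmp8a* lie lower and *Mt1*, *Ifit2* and *Gsdmc4* higher in every *Casp3/7* ΔIEC library than in any WT library, and the values of *Mki67* overlap.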

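Beyond the targeted caspases, a metal-binding protein gene, a complement regulator gene and single interferon-responsive genes were among those that rose in *Casp3/7* ΔIEC IECs. Of the 12309 genes tested, 64 were higher and 192 lower, the caspases included, at the thresholds of the paper. *Mt1* encodes metallothionein 1 and lies on chromosome 8 from 94179082 to 94180327. It rose from 18.7 ± 9.37 CPM (SD, n = 4) in WT to 178 ± 23.4 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. This is a log2 fold change of 3.25 (standard error 0.28, adjusted p = 2.4e-05 from edgeR). *Ifit2* (log2 fold change 2.31), *Ifi44* (2.56), *Bst2* (2.60), *Phf11d* (2.69) and *Ifi27l2a* (4.63), all induced by interferon, also rose. Of 67 interferon-responsive genes, a list written with Fig. 2E in view and so not independent evidence, 10 rose and 3 fell (13 and 7 when adjusted over the list alone), and the list did not pass (median 0.04, camera, limma, adjusted p = 0.073). Camera called it in 6 of 8 fits without 1 library, but not without *Casp3/7* ΔIEC replicate 4 (limma, adjusted p = 0.57). Fgsea called it with all libraries (adjusted p = 0.0020). Also higher was *Ly6a*, which encodes the surface antigen Sca-1 (2.76), and so were *Rbm19*, which acts in ribosome biogenesis (2.09), and the α-defensin gene *Defa34* (3.40). The *Casp3/7* ΔIEC libraries held 74, 123, 968 and 44 counts of *Defa34*, and without replicate 3 its log2 fold change was 1.41 (adjusted p = 0.39 from edgeR). *Cfh*, which encodes complement factor H, had 0 counts in every WT library and 28 to 57 counts in the *Casp3/7* ΔIEC libraries. It was at least 55.0-fold higher against a floor of 3 counts over the WT group. *Cfh* passed with edgeR but not with limma-trend (adjusted p = 0.11), nor with the replicate number as a further term in edgeR (adjusted p = 0.054). Among the genes that fell were *Mtcp1* (log2 fold change -4.57), *Egfros* (-3.21) and *Rmdn2* (-2.29, and -1.51 without WT replicate 4, adjusted p = 0.32 from edgeR). *Bmp8a* (-2.22), a ligand of the bone morphogenetic protein family, and the kinase gene *Stk32c* (-2.18) also fell. Further falls were in *Arnt2* (-1.91), *Tymp* (-1.85), which encodes thymidine phosphorylase, and *Slc16a3* (-1.79), a lactate transporter. With 1 library left out at a time, the edgeR call was lost in 7 of 8 fits for *Bst2*, 6 for *Egfros* and *Defa34*, 5 for *Stk32c* and *Rmdn2*, 4 for *Ifi27l2a* and *Tymp* and 3 for *Phf11d*. *Mtcp1* lost it in 3 of the 4 fits that kept the gene (-6.11 to -4.16), and *Ifi27l2a* reached 9.67 without WT replicate 2. *Mtcp1* shares exon sequence with *Cmc4*, *Tymp* with *Sco2*, and *Rbm19*, *Stk32c* and *Arnt2* with genes on the other strand. *Defa34*, *Ly6a* and *Ifi27l2a* belong to families of similar genes, so the values of these genes are uncertain. Of the other symbols printed in Fig. 2E, *Enpp4* (1.42), *Lsm10* (1.65) and *Trmt61b* (1.64) had a positive log2 fold change. *Pkhd1* (-1.03), *Trib3* (-3.36), *Dmxl2* (-1.33) and *Plag1* (-1.74) had a negative one. These 7 genes separated the genotypes in all libraries but did not pass the test (adjusted p = 0.081 to 0.34 from edgeR). In 56 of the 64 higher and 156 of the 192 lower genes the genotypes did not overlap, as in 13.2% of all genes tested, where chance gives 2.86%. With library size as the only scaling, 147 genes were higher (65.3% of the calls) and 78 lower, in place of 64 (25%) and 192, and the median log2 fold change of all genes tested was 0.22 in place of 0.03. The 256 calls became 75 and 77 without *Casp3/7* ΔIEC replicates 1 and 2, 82, 151 and 407 without WT replicates 4, 2 and 1, and 95 without both replicates 4.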

Surprisingly, differential gene expression analysis revealed that a substantial number of transcripts were differentially expressed (Fig. 2 *E* and *F*). 

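Genes of cell growth and division were higher in *Casp3/7* ΔIEC IECs as groups, and genes of IL-6 and TGF-β signaling were lower. These calls were lost with an estimated correlation (camera, limma, adjusted p = 0.31 to 0.35), and the shift per gene was small. Mean log2 CPM per library overlapped between the genotypes for the E2F, G2/M and TGF-β lists (exact 2-sided permutation test, p = 0.086, 0.057 and 0.057). Of 35 even splits of the libraries, 3 called at least as many lists as the genotypes did, the genotypes included. Lists of genes of these processes stood in for the MSigDB sets. Each was compared with all other genes tested by camera (limma) with a preset correlation of 0.01.
Of 56 measured targets of MYC that act in ribosome biogenesis, 4 rose and 0 fell at an adjusted p under 0.05 from edgeR (4 and 0 when adjusted over the list alone). These were *Wdr43* (log2 fold change 0.85), *Nolc1* (0.80), *Mybbp1a* (0.78) and the pseudouridine synthase gene *Pus1* (1.03). With 1 library left out at a time they failed to pass in 3, 6, 6 and 7 of 8 fits. The median log2 fold change of the list was 0.46 (camera adjusted p = 1.6e-07, and adjusted p = 0.34 with an estimated correlation). Of 120 targets of MYC that act in translation and splicing, 5 rose and 0 fell (11 and 0 when adjusted over the list alone). Among them were *Rack1* (0.77), a protein of the ribosome, and *Ranbp1* (0.64), which acts in nuclear transport. They failed to pass in 4 and 8 of the 8 fits without 1 library. The median was 0.38 (camera adjusted p = 1.2e-13, and adjusted p = 0.34 with an estimated correlation). Of 82 E2F targets of DNA replication, 5 rose and 0 fell (5 and 0 when adjusted over the list alone). These included *Dtl* (1.22), *Cdca7* (1.18) and the replication licensing gene *Cdt1* (1.00), which failed to pass in 4, 4 and 7 of 8 fits without 1 library. The median was 0.47 (camera adjusted p = 6.1e-09, and adjusted p = 0.34 with an estimated correlation). Of 78 genes of the G2/M checkpoint and mitosis, 3 rose and 0 fell (6 and 1 when adjusted over the list alone). They were the mitotic kinase gene *Cdk1* (1.14), *Hmmr* (1.14) and *Anp32e* (0.71). Each of them failed to pass in 7 of 8 fits without 1 library. The median was 0.49 (camera adjusted p = 2.1e-09, and adjusted p = 0.34 with an estimated correlation).
Of 100 genes of the unfolded protein response, 5 rose and 2 fell (8 and 4 when adjusted over the list alone). *Ddx10* (0.95) and *Eif4a3* (0.80), which encode RNA helicases, were among the former. *Vegfa* (-1.20), an angiogenic factor, and *Creb3l2* (-1.21), a transcription factor of the secretory pathway, were the latter. The median was 0.18 (camera adjusted p = 0.0080, and adjusted p = 0.34 with an estimated correlation). Of 122 DNA repair genes, the splicing factor gene *Sf3a3* (0.77) rose and *Ell* (-0.92), an elongation factor of RNA polymerase II, fell (0 and 0 when adjusted over the list alone). *Sf3a3* and *Ell* failed to pass in 7 and 5 of 8 fits without 1 library. The median was 0.20 (camera adjusted p = 0.0078, and adjusted p = 0.31 with an estimated correlation).
Of 54 genes of IL6-JAK-STAT3 signaling, 2 rose and 6 fell (2 and 6 when adjusted over the list alone). *Stat3* (-0.83), its feedback inhibitor *Socs3* (-1.20) and *Irf1* (-0.67) fell and the tetraspanin gene *Cd9* (1.11) rose. The median was -0.25 (camera adjusted p = 0.0078, and adjusted p = 0.34 with an estimated correlation). Of 51 genes of TGF-β signaling, 0 rose and 3 fell (0 and 3 when adjusted over the list alone). They were *Smad7* (-0.88), an inhibitor of the pathway, the protease gene *Furin* (-0.93) and *Junb* (-0.68). The median was -0.24 (camera adjusted p = 0.0073, and adjusted p = 0.35 with an estimated correlation). Camera no longer called the TGF-β list with library size as the only scaling (limma, adjusted p = 0.055), nor the DNA repair list after genes shared between lists were removed (adjusted p = 0.050). From these signatures, the paper proposes that signaling cues below the level of a phenotype are active in *Casp3/7* ΔIEC mice.

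**Figure D2:**
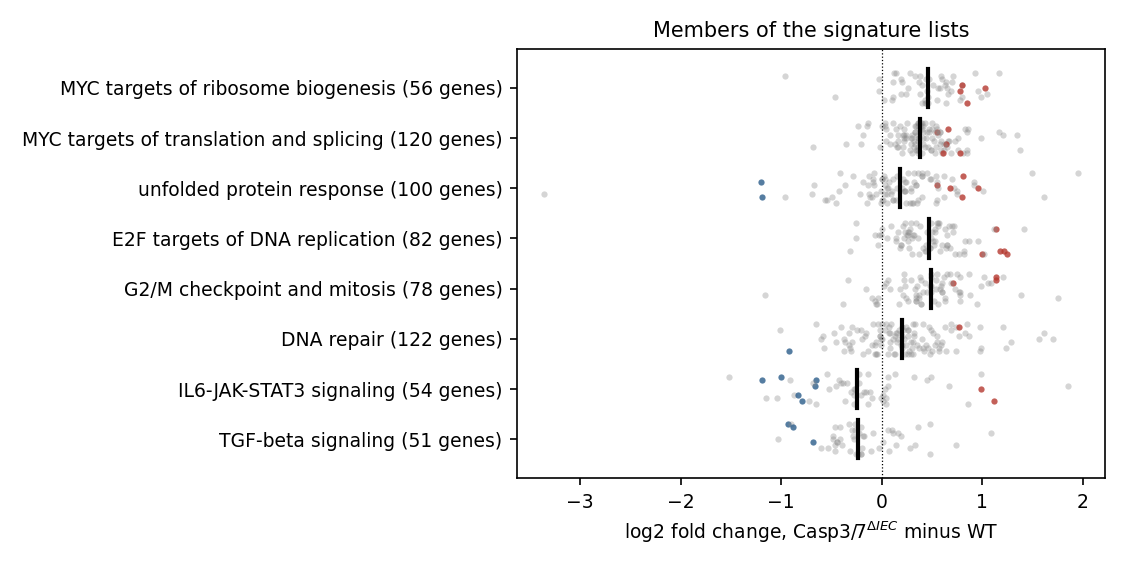
Log2 fold change between *Casp3/7* ΔIEC and WT IECs (n = 4 mice each) of each measured member of the 8 signature lists, where red and blue dots are members with an adjusted p under 0.05 from edgeR that were higher or lower in *Casp3/7* ΔIEC mice, grey dots did not pass and the black bar is the median. The medians run from -0.25 for IL6-JAK-STAT3 signaling to 0.49 for the G2/M checkpoint.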

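Markers of crypt cells were higher and markers of villus enterocytes lower in *Casp3/7* ΔIEC than in WT IECs, beside the signatures of growth and division. The list calls were lost with an estimated correlation (camera, limma, adjusted p = 0.31 to 0.34). Of 23 measured genes of intestinal stem cells, 3 rose and 0 fell at an adjusted p under 0.05 from edgeR (15 and 0 when adjusted over the list alone). These were *Cdca7*, also an E2F target, the adhesion receptor gene *Cd44* (log2 fold change 0.99) and *Clca3b* (0.74). The median log2 fold change of the list was 0.71 (camera adjusted p = 3.9e-09, and adjusted p = 0.31 with an estimated correlation). Of 40 genes of absorptive enterocytes, 0 rose and 10 fell (0 and 29 when adjusted over the list alone). *Vil1*, which encodes the microvillus protein villin, fell from 2326 ± 511 CPM (SD, n = 4) to 1350 ± 145 CPM (SD, n = 4). *Apoa4*, an apolipoprotein of lipid absorption that overlaps genes on the other strand, fell from 5963 ± 2711 CPM (SD, n = 4) to 1852 ± 928 CPM (SD, n = 4). The brush border gene *Cdhr2* (-1.03) and *Rbp2* (-1.25), which binds retinol, fell as well. The median was -0.71 (camera adjusted p = 1.2e-13, and adjusted p = 0.34 with an estimated correlation). Of 22 genes of the villus tip, 0 rose and 15 fell (0 and 17 when adjusted over the list alone), including *Ifrd1* (-1.35) and the long noncoding RNA *Neat1* (-1.68). The median was -1.04 (camera adjusted p = 1.0e-13, and adjusted p = 0.31 with an estimated correlation). Of 23 genes of proximal enterocytes, 0 rose and 3 fell (1 and 10 when adjusted over the list alone), among them the adenosine deaminase gene *Ada* (-1.82). The median was -0.70 (camera adjusted p = 8.5e-05, and adjusted p = 0.34 with an estimated correlation). Of 20 genes in the list of ileal enterocytes, *Rbp2* and *Amn* (-0.97), the partner of cubilin, fell and 0 rose (0 rose and 3 fell when adjusted over the list alone). *Rbp2* is also in the absorptive list and so does not mark the ileum alone. The ileal list did not pass (median -0.14, camera adjusted p = 0.26). A score per library, the mean of stem cell genes minus that of villus and absorptive genes on the log2 scale, was -1.45 to -0.15 in WT and 0.25 to 1.32 in *Casp3/7* ΔIEC mice (exact 2-sided permutation test, p = 0.0286). The TMM factors separated the genotypes in the same way. Medians of the stem cell and villus tip lists kept their sign with library size only, at 0.89 and -0.84.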

Assessment of cellular process- and epithelial subtype–specific gene expression signatures via gene set enrichment analysis, revealed that the hallmark “*MYC targets*,” “*Unfolded Protein Response*,” “*E2F Targets*,” “*DNA Repair*,” and “*G2M Checkpoint*” signatures were enriched in *Casp3/7*^ΔIEC^ mice, while WT mice displayed an enrichment of “*IL6-JAK-STAT3*” and “*TGF-beta*” signaling (Fig. 2 *G* and *H*). These results are highly intriguing since they imply the involvement of subphenotypic signaling cues active in *Casp3/7*^ΔIEC^ mice not generating a phenotype in steady state, but maybe forming a basis for a phenotype during challenge. However, these differences did not result in changes in architecture and cellular composition as demonstrated above and as revealed by the absence of any differences based on scRNA-seq comparing the expression of various cell type–specific markers of differentiation (*SI Appendix*, Fig. S4 *B*–*E*). Additionally, we noted that we were unable to uncover these signatures in our scRNA-seq analysis. We thus conclude that in contrast to bulk RNA-seq the transcriptional differences were too nimble to be discovered using scRNA-seq, which harbors an inherent lower coverage of the transcriptome, but that the overall individual cell composition is not changed between IECs from WT and *Casp3/7*^ΔIEC^ mice. Another important aspect is that in contrast to the data obtained from scRNA-seq, cells that were identified to be “dying” or started to display features thereof were excluded from the analysis. Results from the bulk RNA-seq experiment must therefore be interpreted with caution and will be the subject of future lines of investigation examining the role of caspase-3/7 during challenge. Lastly, procedural differences between isolation processes in the scRNA-seq vs. bulk RNA-seq experiments could also play a role in affecting transient ex vivo signatures, otherwise negligible in vivo.

### Loss of Epithelial Apoptosis in the Gut Does Not Affect the Intestinal Microbiome Nor Induce Spontaneous Inflammation during Homeostasis at Steady State.

While we established that the absence of IEC apoptosis exerted no impact on intact intestinal homeostasis at steady state, we sought to assess whether other pillars of intestinal homeostasis such as the microbiome composition and immune system would have been affected. To this end, we first performed 16S sequencing analysis of ileal and colonic microbiome specimens. To dissect genotype-dependent effects on the microbiome, we performed our analysis on samples originating both from mice housed per genotype (these mice were separated according to genotype after weaning) or cohoused with WT littermates. We first assessed bacterial diversity as measured by bacterial richness (observed amplicon sequence variants [ASVs]) and effective Shannon and inverse Simpson indices. None of these metrics reflecting alpha- or beta-diversity was significantly altered in any of the conditions tested (Fig. 3 *A–C* and *SI Appendix*, Fig. S3 *A*–*C*). Supportive of these diversity indices, unsupervised weighted or unweighted principal coordinates, as well as nonmetric multidimensional scaling analysis revealed no difference according to genotype under single- and cohousing conditions (Fig. 3 *D*–*F* and *SI Appendix*, Fig. S3 *D*–*F*). Next, we performed in-depth taxonomic analysis of bacterial communities. Again, no significant changes in microbial architecture were discernible in both ileum and colon (Fig. 3 *G* and *H* and *SI Appendix*, Fig. S3 *G* and *H*). Altogether these findings argued for a negligible role of the executioner caspases-3 and -7 to shape the microbial architecture in the gut during homeostatic conditions independent of housing setup.

**Fig. 3.**
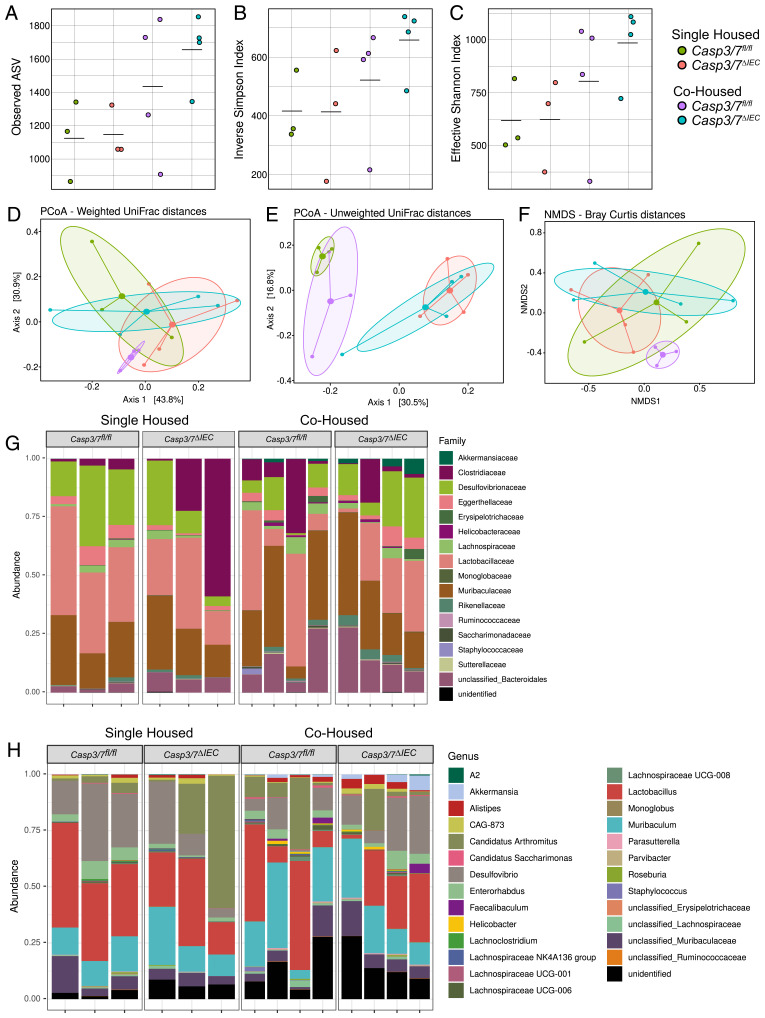
Loss of apoptosis in intestinal epithelial cells does not induce ileal dysbiosis. (*A*) Bacterial richness in the ileum represented by detected (observed) amplicon sequence variants (ASV) of 16S microbiome sequencing. (*B*) Inverse Simpson and (*C*) effective Shannon diversity indices in single- and cohoused *Casp3/7*^ΔIEC^ and *Casp3/7*^fl/fl^ mice revealed no significant differences. (*D*) Principal coordinates analysis of weighted (ADONIS test, R2 = 0.3, adjusted *P* = 1.0); (*E*) unweighted (ADONIS test, R2 = 0.2, adjusted *P* = 1.0) UniFrac distances; and (*F*) nonmetric multidimensional scaling of Bray–Curtis distances (ADONIS test, R2 = 0.6, adjusted *P* = 1.0) show no separation of the *Casp3/7^ΔIEC^* and *Casp3/7*^fl/fl^ mice based on bacterial compositions of ileal samples. Large dots represent group centroids; ellipses indicate the 95% confidence intervals for each group. (*G*) Bar plots of bacterial compositions in ileal samples of single- and cohoused *Casp3/7^ΔIEC^* and *Casp3*/7^fl/fl^ mice at the genus and (*H*) family level.

To document signs of possible spontaneous inflammation in the intestinal tissue of *Casp3/7*^ΔIEC^ mice, we performed detailed histological analysis and measured markers of inflammation in feces and serum. Histological examination did not reveal elevated infiltration of mononuclear immune cells or other CD45^+^ cells into the mucosal layers of the small intestines of *Casp3/7*^ΔIEC^ mice (Fig. 4 *A* and *B*). Fecal Lipocalin-2 (LCN-2), a marker for intestinal inflammation (47), plasma diamine oxidase (DAO), a marker for intestinal integrity (48), and also plasma levels of proinflammatory cytokines (IL-1β, IL-18, IL-22, IL-23, IFN-γ, G-CSF/CSF3, MIP-1, and IP-10) showed no significant difference between *Casp3/7*^ΔIEC^ and WT mice (Fig. 4 C–E). To systematically document whether the entirety of intestinal immune cell types remained unaffected during epithelia loss of caspase-3/7 we leveraged our scRNA-seq dataset to examine possible differences in deeper mucosal layers comprising largely the lamina propria cells of the small intestine (Fig. 4F) and colon (*SI Appendix*, Fig. S2*G*). In analogy with our previous results on IECs (Fig. 1*N*), UMAP analysis and quantification thereof indicated that the immune cell compartment was largely unaltered in *Casp3/7*^ΔIEC^ mice (Fig. 4 F and G). Additionally, differentially gene expression analysis of individual immune populations comparing WT and *Casp3/7*^ΔIEC^ mice, did not reveal any changes, which would point toward biologically relevant differences in gene signatures in immune cells from small intestine and colon of WT and *Casp3/7*^ΔIEC^ mice. Finally, to document whether intestinal epithelial loss of caspase-3/7 would bear any effects on immune cells draining to lymph nodes (mesenteric), we additionally performed a scRNA-seq analysis of MLN from both WT and *Casp3/7*^ΔIEC^ mice (Fig. 4 H and I). Again, UMAP analysis quantification thereof and differentially expressed genes were unable to document any relevant quantitative or qualitive changes in immune cell reaction and composition between both genotypes.

**Fig. 4.**
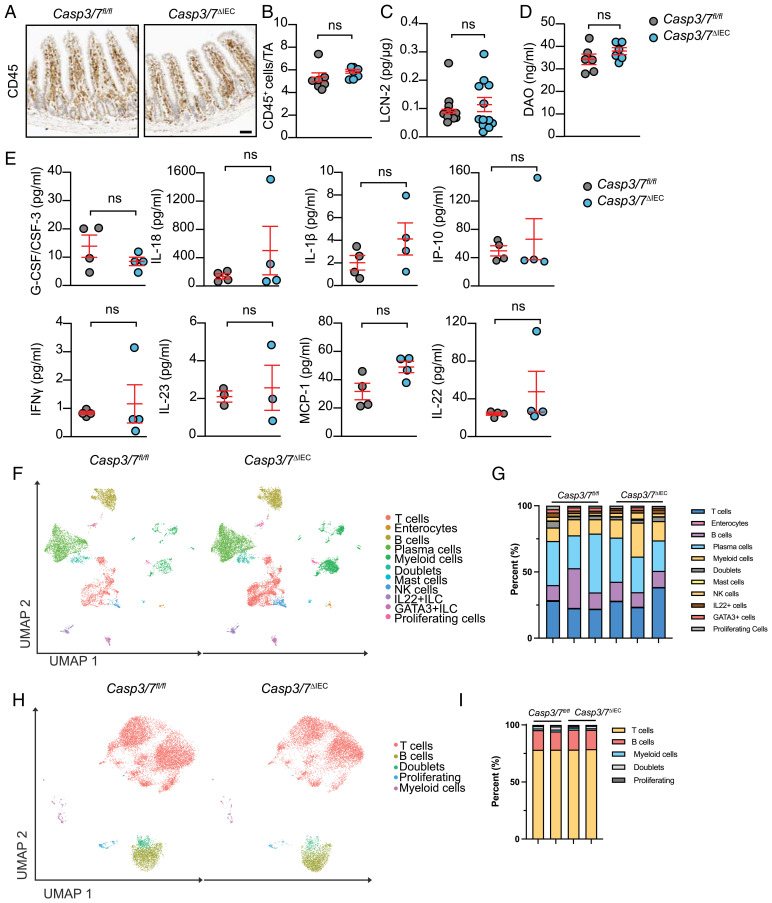
Loss of epithelial apoptosis does not induce spontaneous intestinal inflammation. (*A* and *B*) CD45 staining (leukocyte marker) and quantification in the lamina propria (LP) of small intestine sections from *Casp3/7*^ΔIEC^ (*n* = 7) and *Casp3/7*^fl/fl^ (*n* = 7) mice. (Scale bar, 50 µm.) (*C*) The fecal level of Lipocalin-2 of *Casp3/7*^ΔIEC^ (*n* = 12) and *Casp3/7*^fl/fl^ (*n* = 10) mice. (*D*) The plasma level of DAO in *Casp3/7*^ΔIEC^ (*n* = 6) and *Casp3/7*^fl/fl^ (*n* = 6) mice. (*E*) The plasma level of proinflammatory cytokines in *Casp3/7*^ΔIEC^ (*n* = 3 to 4) and *Casp3/7*^fl/fl^ (*n* = 4) mice. (*F*) UMAP of LP extracted from three *Casp3/7*^fl/fl^ and *Casp3/7*^ΔIEC^ (*n* = 3 per genotype) mice. Identified populations are indicated with relative frequency in *G*. (*H*) Quantification of UMAP of mesenteric lymph nodes (MLNs) extracted from two *Casp3/7*^fl/fl^ and *Casp3/7*^ΔIEC^ (*n* = 2 per genotype) mice. Identified populations are indicated with relative frequency in *I*. (ns: non significant *P*-value.)

## Discussion

Apoptosis is the default way of cellular turnover during embryonic development and adult tissue homeostasis. Apoptotic cells release find-me signals such as CX3CL1 that attract macrophages to clear apoptotic cells. This in turn drives two events important for tissue homeostasis: 1) Clearance of apoptotic cells before they undergo secondary necrosis, which may result in inflammatory diseases (5, 49, 50); and 2) it programs phagocytes to produce immunosuppressive mediators such as IL-10 and TGF-beta, which mediate immune suppression and engage other tolerogenic mechanisms like regulatory T cell expansion (17). Therefore, apoptosis is not simply important because of whether it can take place or not, and whether the tissue turnover occurs without it or not, but because its recognition by innate cells such as resident macrophages and microglia cells comprises a crucial mechanism that imparts tissue homeostasis particularly in returning inflammatory or damaged tissue to homeostasis (51, 52). The balance between cell division and apoptosis determines the tissue morphology, architecture, and function (53). Within the intestine, constant turnover of the IECs ensures an intact and effective barrier and tolerance against digested food and the commensal microbiota (54). IECs arise from stem cells at the bottom of the crypts and migrate to the top of the villi in the small intestine. This process takes 4 to 5 d at the end of which IECs are shed into the lumen through mechanisms debated to involve either apoptosis or live extrusion by upwardly moving cells (55). To investigate the role of IEC apoptosis in intestinal physiology in a rodent model, we deleted the executioner caspases-3 and -7 specifically in the intestinal epithelium. Mice were viable and born at expected Mendelian ratios and did not show any sign of burdening over the course of development and into maturity, illustrating that caspase-3 and -7–driven apoptosis is dispensable for intestinal organogenesis and homeostasis at steady state. We performed an in-depth analysis of the entire gastrointestinal tract, including macro and microarchitecture, microbiota, and transcriptomic analyses and did not detect any apparent phenotypic difference between the *Casp3/7^ΔIEC^* transgenic mice and WT littermates (*Casp3/7^fl/fl^*) at the level of development, differentiation, inflammation, and microbiome composition and diversity. The absence of any intestinal or systemic phenotype in *Casp3/7^ΔIEC^* mice indicates that under steady-state conditions, apoptotic cell death is not required for intestinal homeostasis and for keeping a noninflammatory state by continuous sampling of apoptotic IECs by interdigiting phagocytic immune cells, as was elegantly demonstrated by Blander and coworkers (17), but also other mechanisms contribute to immune homeostasis, such as microbiota and their metabolites (butyrate and TLR ligands, for example), and diet (cruciferous vegetables, indoles, and aryl hydrocarbon receptor engagement for example) regulate innate lymphoid cells, dendritic cells (DCs), Treg, and Th17 cells (1, 56–58). Our results with apoptosis-deficient IECs now provide genetic evidence that caspase-3/7–mediated apoptosis apparently is not needed for the continuous turnover of IECs at the top of the villi. We documented the occurrence of a nonapoptotic shedding process in line with the recent findings that extrusion mechanisms at the top of villi precede the appearance of the characteristic readouts of apoptosis such as caspase-3 cleavage and phosphatidylserine exposure (56). Remarkably the process of apoptosis-independent cell extrusion is increased in the absence of caspase-3/7, thereby compensating for the loss of apoptosis and maintaining the total physiological level of cell shedding. Confocal imaging and ultrastructural analysis via TEM and SEM enabled us to detect a concerted shedding release of IECs in what appeared to be a contraction event. It remains to be elucidated which molecular cues precede this alternative mode of shedding. Thus, we conclude that the required balance between apical cell loss at the top of the villus and proliferation in the crypt is retained in *Casp3/7*^ΔIEC^ mice. This demonstrates the resilience, robustness, and adaptivity of the system that apoptosis as a program during tissue development and homeostasis at steady state can be compensated by alternative cell turnover processes. Therefore, analogous to what has been described for the removal of cells within the interdigital webbing during paw development in the absence of Apaf-1 (59), alternative caspase3/7-independent cell loss seems to similarly function as a backup mechanism in the intestine.

The importance of cell death for proper organ development and tissue homeostasis has been emphasized using gene-targeted mice. Notably, seminal work attributed a pivotal role to apoptosis-related molecules such as RIPK1 (60, 61), FADD (62, 63), cFLIP (64, 65), or caspase-8 (29, 65, 66), acting as critical checkpoints in regulation and maintenance of intestinal homeostasis at steady state by preventing aberrant activation of inflammatory cell death by excessive apoptosis or necroptosis. Indeed, conditional knockout of caspase-8 (60) or FADD (63) in intestinal epithelium abrogates intestinal homeostasis by developing epithelial cell necroptosis, loss of Paneth cells, reduced number of goblet cells, and intestinal inflammation, which was prevented by codeletion of essential components of the necrosome such as RIPK3 (63). Similarly, the systemic deletion of caspase-8 in mice led to embryonic lethality, which is prevented by codeletion of essential components of the necrosome pathway, in particular TNFR1, RIPK1, RIPK3, and MLKL (46, 67). These findings established the concept that apoptotic machinery components such as FADD, cFLIP, and caspase-8 are absolutely required for organogenesis by preventing necroptosis (65, 66). This notion erroneously fed the concept that the cell-autonomous process of apoptosis itself controls necroptosis. However, one could better state that the pleiotropic function of the apoptotic initiator caspase-8 and its adaptor FADD and modulator cFLIP control levels of RIPK1 by specific proteolysis of the latter within the molecular complex associated with necrosome, as was recently demonstrated by the inflammatory phenotype of noncleavable RIPK1 (30–32). Our results now refine the insights on how apoptotic pathways control necroptotic pathways. Indeed, the phenotype of *Casp3/7*^ΔIEC^ mice clearly demonstrate that the ablation of the converging point of apoptosis, i.e., the activation of executioner caspase-3/7, apparently does not lead to sensitization to necroptosis during homeostasis and that the necroptosis checkpoint is restricted to caspase-8 proteolytic activity. This is in line with previous reports of sensitization of TNF-induced necroptosis by caspase-8 ablation and not by deficiency or inhibition of other caspases (34).

Apoptosis as a nonimmunogenic programmed cell death modality has been postulated to be essential for intestinal homeostasis by governing the turnover of the intestinal epithelial cells at the top of the villi and therefore shaping the architecture of the gastrointestinal tract (35). Induction of tolerogenic regulatory CD4^+^ T cell differentiation is also attributed to sensing of apoptotic IECs by dendritic cell subsets (65). Therefore, the absence of any spontaneous phenotype in *Casp3/7*^ΔIEC^ mice at the level of inflammation was quite intriguing. Our results suggest that shedding per se and not apoptotic cell death of IECs is sufficient for supporting cellular turnover in the gut.

Given the phenotype of *Casp3/7*^ΔIEC^ mice we wondered whether other genetic ablations reported in the literature would support the same conclusions. In murine studies using *Bok/Bax/Bak* global TKO animals, whose cells are incapable of undergoing intrinsic apoptosis, it was also reported that most animals exhibited severe defects and died shortly after birth, with fewer than 2% TKO mice surviving. Surprisingly, analysis of these mice (died or survived) showed that many developmental processes previously thought to require apoptosis also proceeded normally and that necroptosis, pyroptosis, or autophagic cell death does not substantially substitute for the loss of apoptosis. This observation suggests that morphogenesis can proceed entirely without apoptosis mediated by these proteins (68). Altogether with our findings, this suggests that alternative cell death modalities might take over the function of apoptotic cell death in tissue turnover during development and homeostasis of the intestinal tract at steady state. This illustrates that at least in homeostatic conditions these processes have an intrinsic robustness and redundancy allowing for plasticity and adaptivity of intestinal development, its associated immune system, and the microbiome. However, our data do not exclude a particularly important role of apoptosis in tolerance induction, microbiome shaping, tissue repair by apoptosis-induced proliferation during challenges, and control of intestinal infection. Indeed, a crucial role for apoptosis in IECs was demonstrated during different challenges, e.g., tolerance induction during barrier loss (17), modulation of anticancer immunosurveillance during chemotherapy (59), sensitivity to *Clostridium difficile* infection (58), and IEC apoptosis-dependent boosting of growth of multiple Enterobacteriaceae during dysbiosis (69). Recently the unique role of apoptosis during steady-state regeneration was shown in hair follicle stem cell (HFSC) self-renewal and differentiation. It was shown that deficiency of caspase-9, a crucial apoptotic initiator caspase, leads to accumulation of caspase-3 and inappropriate mitogenic signaling by continuously releasing Wnt3 from apoptotic HFSCs and instructing proliferation (70). Also, in the intestine a link between stem cell proliferation and apoptosis was shown. Following damage in the gut of zebrafish, stem cells (SCs) engulf the apoptotic bodies and activate mitogenic Wnt signaling to maintain homeostatic cell numbers. Inhibition of apoptosis or Wnt signaling abrogated SC proliferation, while overexpression of Wnt8a in combination with apoptosis led to significant increased cell numbers (65). Altogether, a paradigm is emerging that the presence of apoptotic cells during damage and in particular tissues during homeostasis is crucial for SC regeneration, while mice completely lacking crucial regulators (*Bax/Bak/Bok*) can still develop and live normally although at low frequency (68) or mice that lack executioners of apoptosis show normal development, are born at Mendelian frequency, and show at birth a rather limited developmental phenotype (neural tube closure defect, heart anomalies) (33), illustrating that the robustness of the developmental system during organogenesis and development of many tissues is able to cope with deficiency of apoptosis (43).

The fact that apoptosis is dispensable for intestinal development and gut homeostasis under steady-state conditions is supported by the observation that no genetic polymorphisms have been identified implicating caspase-3 or -7 in human intestinal pathology. Alternatively, components preventing the activation of aberrant inflammatory cell death in the gut such as RIPK1 (28), caspase-8 (68), and A20 (71) have been frequently implicated in early-onset intestinal disease. These observations support a conceptual framework in which aberrant inflammatory cell death and subsequent intestinal disorders are kept in check by signaling events distinct from caspase-3 and -7–mediated apoptosis. Taken together our findings demonstrated that under homeostatic conditions, the loss of caspase-3 and -7 within the intestinal epithelium was dispensable for the tissue dynamics of the intestine, the extrusion of IECs at the top of the villi, the microbiome, and the immune cell composition, illustrating the plasticity and robustness of the system to cope with the absence of IEC apoptosis. These data clearly show that caspase-3 and -7–driven apoptosis in the intestinal epithelium is dispensable for gut tissue homeostasis at steady-state conditions, including composition of the intestinal immune system and microbiome in the intestine, illustrating that this apoptotic process can be compensated. This shows that during gut homeostasis at steady state the balance between cell death and cell proliferation can be achieved by redundant processes not driven by caspase-3 and caspase-7 in the IECs. However, the apoptotic modus in IECs might be required during conditions of challenges (17, 58–60), as discussed above.

## Materials and Methods

### Mice.

Caspase-3/7^fl/fl^ and Villin-Cre transgene mice (*Casp3/7^ΔIEC^*) were generated in the VIB-UGent Center for Inflammation Research (IRC) transgenic mice core facility using ES clones HEPDO716_4_G05 and EPD0398_5_E02 (C57BL/6N) from the International Mouse Phenotyping Consortium (IMPC), respectively. The neomycin selection cassette was removed using flippase recombinase codon-optimized deleter mice (72). The breeding was performed with Casp3/7^fl/fl^-Vil1-Cre^tg/wt^ and Casp3/7^fl/fl^-Vil1-Cre^wt/wt^ (73). Mice were bred using heterozygous breeding pairs to obtain wild-type littermate controls. For single-housed experiments, mice were separated according to genotype at weaning. For cohousing experiments mice were housed after weaning irrespective of their genotype. All mice were housed in individually ventilated cages at the VIB Center for Inflammation Research under specific pathogen-free (SPF) conditions. All experiments on mice were conducted according to institutional, national, and European animal regulations. Animal protocols were approved by the ethics committee of Ghent University. Adult mice (8 to 12 wk) from both genders were used for all the experiments.

## Supplementary Material

Supplementary File

## Data Availability

Transcriptomic data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE183885).

# Supplementary material for: Executioner caspases 3 and 7 are dispensable for intestinal epithelium turnover and homeostasis at steady state
**Source:** Proc Natl Acad Sci U S A. 2022 Feb 1;119(6):e2024508119. doi: 10.1073/pnas.2024508119

Supplementary Information for

Executioner caspases 3 and 7 are dispensable for intestinal epithelium turnover and homeostasis at steady state

Ghazavi F, Huysentruyt J, De Coninck J, Kourula S, Martens S, Hassannia B, Wartewig T, Divert T, Roelandt R, Popper B, Hiergeist A, Tougaard, Vanden Berghe T, Joossens M, Berx G, Takahashi N, Wahida A and Vandenabeele P

Supplementary data: Figure legends: Figure S1 to S5

Supplementary data: Material and Methods (M&M)

M&M S1: Tissue sample preparation, histology, and immunohistochemistry

M&M S2: Generation and culturing of 3D ex vivo cultures

M&M S3: Tissue sample preparation for shedding cell detection

M&M S4: Imaging

M&M S5: Transmission electron microscopy

M&M S6: Scanning electron microscopy

M&M S7: Isolation of cells from mesenteric lymph nodes, small intestine, and colon

M&M S8: Sorting cells for single-cell RNA sequencing

M&M S9: Single-cell RNA sequencing

M&M S10: Single-cell RNA sequencing data analysis

M&M S11: Single-cell barcode demultiplexing

M&M S12: Differential gene expression analysis

M&M S13: DNA extraction from fecal material and 16S sequencing

M&M S14: Epithelial cell isolation, RNA extraction and transcriptomics profiling by bulk RNA sequencing

M&M S15: ProcartaPlex multiplex immunoassay for cytokine and chemokine profiling

M&M S16: Western Blotting

M&M S17: Colonoscopic analysis

M&M S18: Statistics

Supplementary data: Table S1

Supplementary data: References

Supplementary data Figures

Supplementary data: Figure Legends

Supplementary Figure S1. Deletion of Caspase-3 and -7 does not affect intestinal homeostasis at steady state

(A, B) Immunohistochemistry and western blot approaches were used to validate the absence of pro-caspase-3 and -7 in intestinal epithelial cells of *Casp3/7^{ΔIEC}* mice. (C) Lysozyme (Paneth cell marker) and Ki67 staining (proliferation marker) in the small intestine at three different ages of *Casp3/7^{ΔIEC}* and *Casp3/7^{fl/fl}* littermate mice. (D-I) Western blot analysis for the indicated proteins and their cleavage products from extracts from small intestinal organoids from *Casp3/7^{ΔIEC}* with *Casp3/7^{fl/fl}* mice (n=3 per genotype) (J) representative micrographs from small intestinal sections from *Mlkl^{fl/fl}Casp3/7^{fl/fl}* and *Mlkl^{ΔIEC}Casp3/7^{ΔIEC}* mice stained via H&E (K & L) quantification of measurement of small intestinal and colonic length per se and relative to body weight (n=6 per genotype).

Supplementary Figure S2. Combined caspase-3 and -7 loss has no impact on colonic homeostasis at steady state

(A) Hematoxylin and eosin staining (H&E) of colon sections from *Casp3/7^{ΔIEC}* and *Casp3/7^{fl/fl}* mice. Scale bars as indicated in the micrographs. (B) Representative image of full-length gastrointestinal tract stretching from the duodenum until the rectum, including jejunum, ileum, stomach, caecum, and colon. (C) and (D) Quantification of Colon length and relative colonic length to body weight of *Casp3/7^{ΔIEC}* with *Casp3/7^{fl/fl}* mice (n=5-6). (E) Representative endoscopic images of the colon from *Casp3/7^{ΔIEC}* mice which were aged for 30 weeks. (F) UMAP of colonic intraepithelial cells (IEL) cells extracted from *Casp3/7^{fl/fl}* and *Casp3/7^{ΔIEC}* (n=3 per genotype) mice (G) UMAP of colonic lamina propria cells cells extracted from *Casp3/7^{fl/fl}* and *Casp3/7^{ΔIEC}* (n=3 per genotype) mice.

Supplementary Figure S3. Loss of apoptosis in intestinal epithelial cells does not induce colonic dysbiosis

(A) Bacterial richness in the colon represented by detected amplicon sequence variants of 16S microbiome sequencing, (B) Inverse Simpson and (C) Effective Shannon diversity indices in single- and co-housed *Casp3/7^{ΔIEC}* and *Casp3/7^{fl/fl}* mice revealed no significant differences. (D) Principal coordinates analysis of weighted (ADONIS test R2= 0.3, adjusted P = 1.0) and (E) unweighted (ADONIS test R2= 0.2, adjusted P = 1.0) UniFrac distances and (F) non-metric multidimensional scaling of Bray-Curtis distances (ADONIS test R2= 0.5, adjusted P = 1.0) show no separation of the *Casp3/7^{ΔIEC}* and WT mice based on bacterial compositions of colonic samples. Large dots represent group centroids, ellipses indicate the 95 percent confidence intervals for each group. (G) Bar plots of bacterial compositions in ileal samples of single- and co-housed *Casp3/7^{ΔIEC}* and *Casp3/7^{fl/fl}* mice at the genus and (H) family level.

Supplementary Figure S4. Apical shedding of IECs proceeds independently of Caspase-3 and -7

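Transcripts of caspases other than the targeted pair did not pass the test in *Casp3/7* ΔIEC IECs. Of 10 caspase genes listed, 9 were measured, and *Casp3* and *Casp7* fell and 0 rose at an adjusted p under 0.05 from edgeR (2 and 0 when adjusted over the list alone). *Casp8*, an initiator caspase downstream of death receptors, was at 213 ± 54.0 CPM (SD, n = 4) in WT and 200 ± 39.5 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. This is a log2 fold change of -0.09 (standard error 0.19, adjusted p = 0.85 from edgeR). *Casp9*, the initiator caspase of the mitochondrial pathway, which overlaps genes on the other strand, had a log2 fold change of -0.18 (standard error 0.38). For *Casp2* it was -0.04 (standard error 0.27) and for the executioner caspase gene *Casp6* -0.04 (standard error 0.22). Among the inflammatory caspases, *Casp1* was at 72.1 ± 17.2 CPM (SD, n = 4) in WT and 92.3 ± 9.00 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. This is a log2 fold change of 0.36 (standard error 0.18, adjusted p = 0.29 from edgeR). *Casp4* had a log2 fold change of -0.07 (standard error 0.29). *Casp12*, at 1.01 CPM in WT and 1.32 CPM in *Casp3/7* ΔIEC mice, had one of 0.38 (standard error 1.03). The call of the caspase list (camera adjusted p = 3.0e-04, and adjusted p = 0.24 with an estimated correlation) includes the 2 deleted genes and says nothing on the other 7, which ran from -0.18 to 0.38. The sign for *Casp2*, *Casp4*, *Casp6*, *Casp8*, *Casp9* and *Casp12* turned under another setting or without 1 library, so no direction can be given for these genes.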

(A) Heat map showing average expression of different caspases in *Casp3/7^{ΔIEC}* (n=4) and *Casp3/7^{fl/fl}* littermate (n=4) mice. 

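Among markers of secretory and tuft cells, Paneth cell genes were higher in *Casp3/7* ΔIEC IECs as a group. With an estimated correlation the call was lost (camera, limma, adjusted p = 0.34), and the scores of the libraries overlapped. Of 22 measured genes of Paneth cells, 3 rose and 0 fell at an adjusted p under 0.05 from edgeR (5 and 0 when adjusted over the list alone). *Ang4*, an antimicrobial ribonuclease, rose from 29.0 ± 9.17 CPM (SD, n = 4) in WT to 86.5 ± 53.4 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice, with overlapping libraries. The α-defensin genes *Defa30* (log2 fold change 0.93) and *Defa24* (0.70) rose as well, while *Defa22* did not pass (0.97, adjusted p = 0.085 from edgeR). The α-defensin genes are near-identical copies, so their values are uncertain. The median of the list was 0.44 (camera adjusted p = 3.0e-04, and adjusted p = 0.34 with an estimated correlation). It moved together with the stem cell genes, whose median was 0.71.
Of 24 goblet cell genes, the chemokine gene *Ccl6* (0.75) and *Creb3l1* (0.83) rose and *Muc2* fell (4 higher and 4 lower when adjusted over the list alone). *Muc2*, which encodes the main secreted mucin of the gut, fell from 3542 ± 1539 CPM (SD, n = 4) to 1571 ± 433 CPM (SD, n = 4). This is a log2 fold change of -1.17 (adjusted p = 0.023 from edgeR), with overlapping libraries. The mucus protein gene *Fcgbp* had one of -0.81 (adjusted p = 0.065 from edgeR). The goblet list had a median of 0.15 (camera, limma, adjusted p = 0.69).
Of 23 tuft cell genes and 30 enteroendocrine genes, 0 passed, also when adjusted over the list alone. The tuft list had a median of -0.09 and a mean of 0.02 (camera, limma, adjusted p = 0.55). Its marker *Dclk1*, a kinase gene, was at 26.7 ± 8.25 CPM (SD, n = 4) in WT and 14.1 ± 11.6 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice (adjusted p = 0.21 from edgeR). Without *Casp3/7* ΔIEC replicate 4, which held 31.4 CPM of *Dclk1*, the tuft list was called lower (camera, limma, adjusted p = 0.037). The enteroendocrine list had a median of 0.08 (camera, limma, adjusted p = 0.98). Its hormone genes *Ghrl* (-0.97) and *Gip* (-0.45) and the prohormone convertase gene *Pcsk1* (-0.63) did not pass. *Ang4* lost its call without WT replicates 2 or 4 or *Casp3/7* ΔIEC replicates 2 or 4, *Muc2* without *Casp3/7* ΔIEC replicates 1, 2 or 4, and *Creb3l1* without any single library but WT replicate 1.

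**Figure D3:**
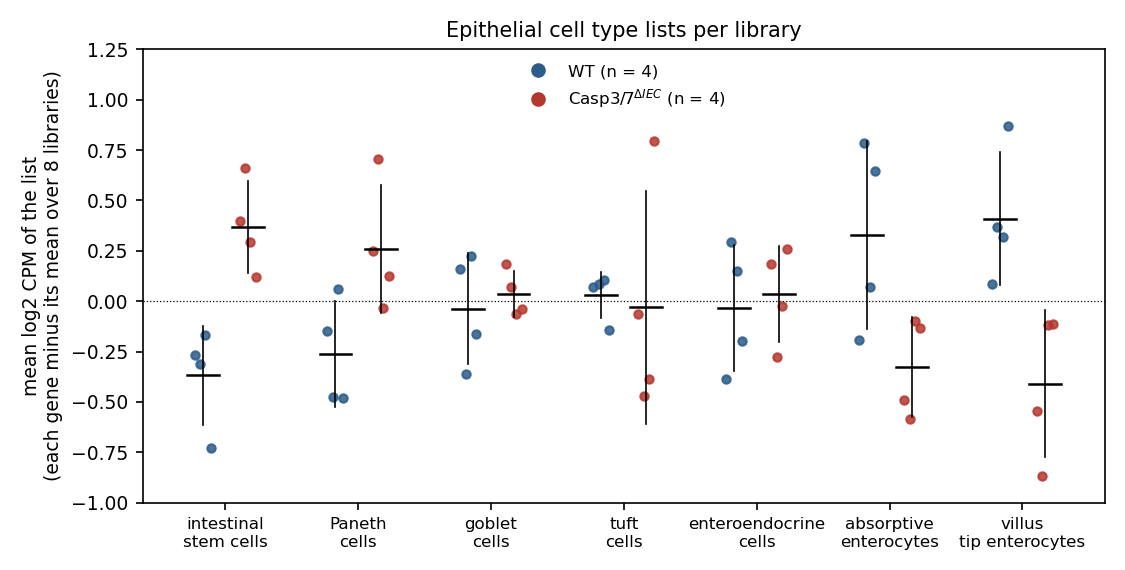
Mean log2 CPM of 7 epithelial cell type lists per library, with each gene taken relative to its mean over the 8 libraries, where each dot is 1 library, the line is the mean of 4 libraries and the bar spans 1 SD to each side. Stem cell scores lie higher and villus tip scores lower in *Casp3/7* ΔIEC than in WT libraries, and the absorptive, Paneth, goblet, tuft and enteroendocrine scores overlap.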

(B-E) Heat maps showing average expression of various epithelial cell markers in *Casp3/7^{ΔIEC}* (n=4) and *Casp3/7^{fl/fl}* mice (n=4) mice (F) SEM micrographs of small intestinal villi from *Casp3/7^{ΔIEC}* (n=3) and *Casp3/7^{fl/fl}* mice (n=3). Magnification as indicated in the figure.

Supplementary Figure S5. Absolute numbers of single cell sequencing

(A) Absolute numbers of immune cell subsets originating from mesenteric lymph nodes. (B) Absolute numbers of immune cell subsets originating from lamina propria of small intestines from *Casp3/7^{fl/fl}* and *Casp3/7^{ΔIEC}* (n=3 per genotype). Cell number is based on the cell types defined in the scRNAseq analysis applied to the total count of viable cells in mLN (n=3 per genotype).

Supplementary data: Material and Methods

M&M S1: Tissue sample preparation, histology, and immunohistochemistry

Freshly isolated small intestines from adult mice were flushed with 4°C PBS to remove the fecal content, subsequently flushed with formalin (4 % formaldehyde in PBS) and fixed overnight in formalin at 4 °C. Next, formalin was removed, and intestines were dehydrated with 70 % ethanol before being processed with the Shandon Citadel tissue processor (Thermo Scientific). The tissue then was embedded in paraffin wax using standard methods. The paraffin-embedded tissue blocks were sectioned at 4 µm thickness with the Micron HM360 Coolcut Paraffin Microtome, air-dried overnight and stained with hematoxylin and eosin using the Thermo Shandon Varistain 24-4 Automatic Slide Stainer (Thermo Scientific). Cover slips were mounted using Entellan mounting medium (Merck Millipore). For Alcian blue staining, 4µm sections were deparaffinized and hydrated using the Shandon Citadel tissue processor (Thermo Scientific). Sections were subsequently incubated in Alcian blue for 30 min and rinsed with water. Cell nuclei were counterstained in 0.1 % nuclear fast red solution for 5 min, washed, dehydrated, and cleared in xylene (in Varistain) before mounting with Entellan mounting medium (VWR International). For immunochemistry, sections were dewaxed and boiled in antigen unmasking solution 100x (Vector, VEC.H-3300) for 20 min in a Pick cell cooking unit, following by a cool down of 2,5 h. Endogenous peroxidase activity was blocked by immersing slides in peroxidase-blocking buffer (3% H₂O₂ in methanol) for 10 min at room temperature. Blocking buffer (5% goat serum and 1% bovine serum albumin in PBS) was added to the slides for 30 min at room temperature. For detection of lysozyme the protocol was slightly different. Before blocking, slides were treated with NaBH₄ overnight at 4 °C and then they were blocked overnight with 5 % NGS fish skin gelatin (house-made). Primary antibodies were incubated overnight at 4 °C in blocking buffer (Rabbit anti-CD45, 1/10000, Abcam (ab10558); rabbit anti-Ki67, 1/1000, Cell Signaling (12202S); rabbit anti-procaspase-3, 1/200, Cell Signaling (9662S); rabbit anti-procaspase-7, 1/1000, house-made; rabbit anti-lysozyme, 1/700, Dako (A0099)). Slides were then incubated with a biotinylated secondary antibody (Vector, BA-1000) followed by ABC-method (Vector Laboratories). Detection was done with 3,5-di-amino-benzidine (DAB). Slides were counterstained with Mayer's hematoxylin and mounted in Entellan mounting medium (VWR International). For lysozyme staining, sections were incubated with DyLight-488 conjugated goat anti-rabbit secondary antibody (1:500 dilution, Fisher Bioblock Scientific), and cell nuclei were counterstained with DAPI (40,6-diamino-2-phenylindole, Invitrogen) in ProLong Gold anti-fade reagent. Slides were mounted with 1% N-propyl-gallate in glycerol (pH 7) and sealed with nail polish.

M&M S2: Generation and culturing of 3D *ex vivo* cultures

Intestinal *ex vivo* cultures were derived from jejunum/ileum of adult mice as previously described (1). Briefly, a 5 – 10 cm piece of jejunum/ileum of adult mice was dissected and washed in PBS. The intestine was opened longitudinally, villi were scraped away, and the tissue was chopped into 2 – 3 mm pieces. After thorough washing in PBS, the pieces were incubated in 2 mM EDTA/PBS for 30 min at 4 °C on a rocking platform. The mixture was passed through a 70 µm cell strainer, crypt fractions were isolated and purified by successive centrifugation steps and 50 µl of Matrigel (Corning) was added per 100 – 500 crypts. Drops of crypt-containing Matrigel (25 – 50 µl) were added to pre-warmed wells in a 24-well plate. After polymerization, 250 – 500 µl (10X of Matrigel drop) complete growth medium was added and refreshed every two days. This growth medium contained Advanced DMEM/F12 (Life Technologies, 12634-010), EGF (50 ng/ml, Peprotech), R-Spondin1 (derived from conditioned medium Cultrex® HA-R-Spondin1-Fc 293T, Trevigen) and Noggin (derived from conditioned medium from 293T cells) kindly provided by G. van den Brink (2).

M&M S3: Tissue sample preparation for shedding cell detection

Freshly isolated jejunum/ileum of adult mice were flushed with 4°C PBS to remove the fecal content, subsequently flushed with formalin (4 % formaldehyde in PBS) and fixed overnight in formalin at 4°C. The tissues were washed for 20 min in buffered saline and embedded in low gelling temperature (5 % in PBS) (Sigma, A4018). The agarose-embedded tissue blocks were sectioned at 90 µm thickness with a Leica vibratome in PBS (0.05 % NaN₃). The sections were kept at 4 °C in PBS (0.05 % NaN₃) before

staining. For the staining, sections were washed 3 times for 5 min in PBT (phosphate buffered saline with 0.5 % bovine serum albumin and 0.1 % triton X-100) and subsequently incubated in blocking buffer for 6h (1 % goat serum in PBT). The blocking buffer was removed, primary antibody (rabbit anti-cleaved caspase-3, 1/50 in PBT, Cell Signaling) and actin co-stain (Acti-stain 488, 1/140 in PBT) were added and incubated overnight at 4 °C. The medium was removed, and the sections were subsequently washed in PBT once 30 min and then 3 times for 10 min. Incubation in secondary antibody (Goat anti-rabbit IgG, Alexa Fluor 594, 1/1000 in PBT) was done overnight at 4 °C in the dark. The sections were washed in PBT (4 x 10 min) and were incubated with Hoechst (1/1000 in PBS) at room temperature in the dark for 30 min. After short wash of section in PBS, they were mounted in 1 % n-propyl gallate in glycerol and were sealed with nail polish.

M&M S4: Imaging

For the shedding experiments, datasets were collected on a Zeiss observer Z.1 microscope equipped with a Yokogawa disk CSU-X1 (Zeiss, Zaventem, Belgium) using a Plan-Apochromat 20X/0.80 NA in combination with a Photometrics Prime 95B camera. Per condition z-stacks of 50-100 µm were imaged with a z-interval of 39 µm. Parameters such as detector gain, laser intensity, exposure time, and image post-processing were kept consistent between the different conditions. Confocal images were represented as maximum projections. Live images from organoids were acquired with an Olympus CKX53 microscope with phase contrast, using a Plan-Apochromat 4X/(Numerical aperture) and 10X/(Numerical aperture). Immunohistochemistry imaging was performed with a Zeiss AxioScan Z. (Carl Zeiss Microscopy, Jena), using a Plan-Apochromat 10X/0.45 NA in combination with either a Hitachi HV-F202SCL or a Hamamatsu Orca Flash for brightfield and fluorescence imaging respectively. Quantification of cells of interest in specific tissue areas were done using QuPath v0.1.2 (3).

M&M S4: Transmission electron microscopy

Samples were fixed with 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.4 (Electron Microscopy Sciences, USA) for at least 24 h. Thereafter glutaraldehyde was removed, and samples were washed three times with 0.1 M sodium cacodylate buffer, pH 7.4. Post-fixation and prestaining was done for 45 to 60 min with 1% osmium tetroxide (10 ml 4 % osmium tetroxide (Electron Microscopy Sciences, USA)), Samples were washed three times with double distilled water and dehydrated with an ascending ethanol series (15 min with 30%, 50%, 70%, and 90% respectively and two times 10 min with 100%). Subsequently, samples were embedded in Epon (3.61 M glycid ether 100, (Serva Electrophoresis GmbH), 1.83 M methyl nadic anhydride (Serva Electrophoresis GmbH), 0.92 M dodecenylsuccinic anhydride (Serva Electrophoresis GmbH), 5.53 mM 2,4,6-Tris(dimethylaminomethyl) phenol (Serva Electrophoresis GmbH)). 70 nm ultrathin sections were cut at the Reichard-Jung Ultracut E microtome (Darmstadt, Germany) microtome. Ultrathin sections were collected on formvar coated copper grids (Plano, Germany) and automatically stained with Urany-Less EM Stain (Electron Microscopy Sciences) and 3 % lead citrate (Leica, Wetzlar, Germany) using the contrasting system Leica EM AC20 (Leica, Wetzlar, Germany). Imaging was carried out using the JEOL -1200EX II transmission electron microscope (JEOL, Akishima, Tokyo) at 60 kV. Images were taken using a digital camera (KeenViewII; Olympus, Germany) and processed with the iTEM software package (analySIS Five; Olympus, Germany).

M&M S5: Scanning Electron Microscopy

For Scanning Electron Microscopy (SEM) samples were incubated in freshly prepared fixative (2% paraformaldehyde (EMS), 2.5% glutaraldehyde (EMS) in 0.1M Sodium Cacodylate (EMS) buffer, pH7.4) overnight at 4°C. Fixative was removed by washing 5 x 3 minutes in 0.1M cacodylate buffer and samples were incubated in 2% osmium (OsO₄, EMS) in 0.1M cacodylate buffer for 30 minutes at RT. After washing in H₂O for 3 x 5 minutes, the samples were dehydrated using solutions of increasing EtOH concentration (50%, 70%, 85%, 95%, 2x 100%), for 15 minutes each. Samples were further dehydrated in EtOH:Aceton (1:1) for 15' followed by 100% Aceton for 15'. The samples were then dried in a critical point dryer (Leica EM CPD300) and mounted on an aluminium stub (EMS) using carbon adhesive tape (EMS). Samples were coated with 5nm of Platinum (Quorum Q150T ES). SEM

imaging was performed using a Zeiss Crossbeam 540. Image analysis was carried out in accordance with (4).

M&M S6: Isolation of cells from mesenteric lymph nodes, small intestine, and colon

The mesenteric lymph nodes (mLN) were harvested and stored on ice in PBS containing 3% heat-inactivated FCS. For preparation of single cell suspensions, the lymph nodes were smashed on top of a 70 µm cell strainer using the plunger of a 3-ml syringe. Single cells were collected by centrifugation at 500 g at 4°C and further processed for cell sorting. Small intestines and colons were dissected and flushed with RPMI containing 5% heat-inactivated FCS to remove feces and mucus. Peyer's patches were removed, and the intestines were cut open longitudinally and subsequently cut transversely into 0.5 cm pieces. For isolation of immune cells within the epithelial layer, the fragments were incubated in HBSS supplemented with 10 mM HEPES, 25 mM NaHCO₃, 10% FCS and 1 mM DTE (Sigma-Aldrich, D8255) for 20 min on a shaker at 37°C. This was repeated once, and the resulting cells were collected by centrifugation at 500 g. The cell pellet was resuspended in 37.5% Percoll (Amersham biosciences) and centrifuged at 700 g at RT for 10 min. The top layer was gently removed followed by the remaining Percoll supernatant and the pellet containing intra-epithelial lymphocytes (IEL) and a fraction of epithelial cells was processed further for cell sorting. The remaining tissue pieces of small intestine and colon were further incubated in HBSS containing 5 mM HEPES and 1.3 mM EDTA for 20 min on a shaker at 37°C to remove the remaining epithelial cells, and digested in RPMI supplemented with 10% FCS, 1 mM MgCl₂, 1 mM CaCl₂, 40 µg/ml DNase I (Roche, 10104159001) and collagenases depending on the tissue: 100 U/ml collagenase I (Gibco, 17100-017) for small intestine and 0.75 mg/ml collagenase D (Roche, 11088866001), 0.425 mg/ml collagenase V (Sigma-Aldrich, C9263) and 1 mg/ml Dispase (Gibco, 17105-041) for colon. This digestion was performed during 45 min on a 37°C shaking incubator after which the cells were collected by centrifugation at 500 g, resuspended in 37.5% Percoll and centrifuged at 700 g at RT for 10 min. The resulting cell pellet of lamina propria lymphocytes (LPL) was processed further for cell sorting.

M&M S7: Sorting cells for single-cell RNA sequencing

Single cells isolated from mLN, small intestine and colon were stained for CD45 (clone 30-F11) and DAPI during 30 min at 4°C. Sorting of live immune cells (DAPI- CD45+) and live epithelial cells (DAPI- CD45-) was performed using BD FACSAria™ II and BD FACSAria™ III cell sorters.

M&M S8: Single-cell RNA sequencing

Sorted single-cell suspensions were resuspended at an estimated final concentration of 1000 cells/µl and loaded on a Chromium GemCode Single Cell Instrument (10x Genomics) to generate single-cell gel beads-in-emulsion (GEM). Biological replicates were multiplexed per lane using TotalSeq-A Cell Hashing Antibodies. The scRNA libraries were prepared using the GemCode NextGEM Single Cell 3' Gel Bead and Library kit, version 3.1 (10x Genomics, Cat. PN-1000121) according to the manufacturer's instructions. The cDNA content of pre-fragmentation and post-sample index PCR samples was analyzed using the 2100 BioAnalyzer (Agilent). Sequencing libraries were loaded on an Illumina NovaSeq flow cell at VIB Nucleomics core with sequencing settings according to the recommendations of 10x Genomics, pooled in a 90:10 ratio for the gene expression and hashtag antibody-derived libraries, respectively.

M&M S9: Single-cell RNA sequencing data analysis

In total we processed eight samples of which the FASTQ files containing raw sequencing reads were processed using the CellRanger v6.0.0 pipeline with default parameters. Reads were aligned to the GRCh38 mouse reference genome. Table S1 shows global CellRanger output metrics, number of hashtags and number of cells per sample. The resulting count matrix was next filtered based on three metrics: number of genes per cell, number of unique molecular identifiers (UMI's) and percentage of mitochondrial reads. We filtered out low quality cells if the number of genes was <200 or > 8000, if the number of UMI's was < 100 or > 30000 and finally if cells had more than 20% mitochondrial reads. The filtered data was next processed using Seurat v3 (5) in R version 3.6.0. The data was log-normalized and transformed, top 2000 highly variable genes were detected and cell cycle scores were calculated using the CellCycleScoring function on the Seurat R package (5). Next, the data was scaled and we

regressed out cell cycle effects using ScaleData on the Seurat R package (5) to reduce unwanted variation in the data. Principal component analysis was performed on the highly variable genes to reduce the dimensionality of the data. Finally, unsupervised clustering was performed, and the data was visualised in two-dimensional scatter plots with Uniform Manifold Approximation and Projection (UMAP). Finally, cells were annotated using a combination of well-known markers genes from the literature and differential gene expression analysis per cluster. When obtaining signatures from certain clusters, we also used Enrichr (6-8) to detect certain specific cell type predictions. We subsetting immune cell populations such as lymphoid and myeloid cells and reclustering them to have a more detailed cell annotation for each cell subtype.

We have determined the statistical power of the scRNAseq experiment, by using the SCOPIT tool (https://alexdavisscs.shinyapps.io/scs_power_multinomial/) (9). In the scRNAseq analysis of the small intestine IEL which has the highest number of subpopulations (ten), we needed to sequence 1,461 cells to reach sufficient power to be able to adequately determine the cell composition of these ten observed subpopulations. In the actual scRNAseq experiment, we sequenced in total 30,552 cells (14,461 WT & 16,091 DKO cells) and retained after quality filtering 19,540 cells (7,584 WT & 11,956 DKO cells) (Supplementary data: Table S1), thus sequencing 10x more than needed to reach sufficient power, strengthening our conclusion that there is no difference between the WT and DKO with regard to cell composition of the population studied. Even though the colon IEL has the least number of cells sequenced (with 7 clusters), the number of cells in each cluster is still more than sufficiently high, so we need much less cells to be sequenced in total to reach sufficient power.

M&M S10: Single-cell barcode demultiplexing

TotalSeq-A Cell Hashing Antibody data was normalized using the centered log ratio (CLR) normalization method on the Seurat R package (5). Next, we used the MultiSeqDemux algorithm (10) with auto thresholding between a quantile range of 0.05 - 0.95 to detect negatives, doublets and individual HTO predictions in all cells.

M&M S11: Differential gene expression analysis

Differential gene expression was assessed with the Wilcoxon rank sum test as implemented in the FindMarkers function on the Seurat R package (5). Multiple testing correction was applied using false discovery rate (FDR) which was calculated on the p values from the differentially expressed genes. Genes with FDR < 0.05 were considered to be significant differentially expressed genes.

M&M S12: DNA extraction from fecal material and 16S sequencing

DNA was isolated from 0.25 g frozen ileal and colonic contents using RNeasy PowerMicrobiome kit (Qiagen) according to the manufacturer's instructions, with modifications. The DNase steps (steps 12–16) were not performed and an additional heating step of 95°C for 10 min after step 4 was added to increase the DNA yield. Isolated DNA was subsequently sent to BaseClear B.V. for 16S rRNA gene (V3-V4) PCR amplification using the 341F/785R primers, barcoding, library preparation and 250 bp paired-end Illumina MiSeq sequencing. Analysis of microbiome sequencing data was done in R (4.0.0). Here, exact amplicon sequence variants (ASV) were detected from unprocessed per-sample paired-end fastq files using the DADA2 (2.1.16) package. After quality filtering allowing a maximum of 2 expected errors per read and trimming of forward and reverse reads to 260 and 240 bp respectively, sequence variants were inferred from pooled reads including singletons ($39,824 \pm 6,272$) resulting in a total of 8,826 ASVs. Subsequently, forward, and reverse reads were merged followed by removal of chimeric sequences. Taxonomy was assigned to identified ASVs using the IDTAXA classifier of the DECIPHER (2.16.1) package together with a modified Silva 138 release database. A Phylogenetic tree was generated with FastTree version 2.1.11 after multiple sequence alignment using DECIPHER. The phyloseq package (1.32.0) was used to calculate alpha diversity measures and analyse beta diversity by non-metric multidimensional scaling of bray-curtis distances and principal coordinates analysis based on weighted and unweighted UniFrac distances. All plots were generated using the ggpubr package (0.4). Permutational Multivariate Analysis of ordination analyses were conducted by applying the ADONIS test using the pairwiseAdonis package (11). Compositional differences between groups were analyzed by Linear Discriminant Analysis (LDA) within the MicrobiotaProcess (1.3.0) package (12) applying a p-value cutoff of 0.05.

We prepared DNA for 16S sequencing from mice in a co-housing experiment in which the two different genotypes (4 vs 4 animals) were housed together irrespective of their genotype (“co-housed”). This experiment did not reveal major differences in richness and composition of microbiome based on diversity or taxonomic analyses. As demonstrated earlier (13), the caging or co-housing effect on the variation of the microbiome in mice is independent of - and thus additive to - the variation due to genetic the background of mice. As such, rather than performing the same “co-housed” experiment we challenged the null hypothesis of no difference between the two genotypes by a different experimental setup in which mice of the two genetic backgrounds were put in separate cages, “single housed” according to genotype, a condition that is enhancing the chance for possible microbiome differences due to different genetic backgrounds. Analysis of the microbiome of this experimental setup, where potential genetic effects would be boosted by the co-housing, again did not reveal any differences according to the genotype of the mice. Overall, PCA analysis of all mice (co-housed or single housed) revealed no differences between the two genotypes on top of the individual variation between mice.

M&M S13: Epithelial cell isolation, RNA extraction and transcriptomics profiling by bulk RNA sequencing

Briefly, a 10 cm piece of jejunum/ileum of adult mice was dissected and washed in Hanks Buffered Saline Solution (HBSS) containing 2% fetal bovine serum (FBS). Peyer patches were removed, the intestine was opened longitudinally, and the tissue was chopped into 2 – 3 mm pieces. Intestinal epithelial cells were isolated by disruption of the structural integrity of the epithelium using EDTA. Jejunum/ileum segments were incubated 2 times in isolation buffer (HBSS without Ca^{2+} and Mg^{2+} , 5 % FCS, 2 mM EDTA) at 37 °C with agitation for 15 minutes. After each incubation, digests were vigorously shaken, and cell suspension filtered by passing the mixture through a 70 μm cell strainer. Purity of individual IEC fractions was analyzed by flow cytometry. PE/Cyanine7 anti-mouse CD326 (Ep-CAM) antibody (1/800, Biolegend), Anti-CD45-AF488 (1/400, Invitrogen) and DAPI (1/800, Invitrogen) were used to sort live EPCAM⁺/CD45⁻ epithelial cells. The cells were sorted directly in RLT (Qiagen) and RNA was isolated from purified small intestinal IECs using RNeasy micro kit (Qiagen) according to the manufacturer’s instructions. Isolated RNA was subsequently used for RNA-seq sequencing and analysis. Libraries were constructed using the Illumina TruSeq RNA Preparation Kit. RNA sequencing was performed at the VIB Nucleomics Core using NextSeq500 sequencer (Illumina) with following parameters: High Output v2.5, 75 cycles (1.1 pM + 1.79 % PhiX v3), Single Reads (76-8-8-0). All samples passed quality control based on the results of FastQC (v0.11.9). Reads were mapped to the mouse reference genome (mm10) via HiSat2 (v2.2.0) and counted via FeatureCounts (v2.0.0). The R package limma (v3.42.2) was used to normalize the data and to perform differential expression analysis. Genes that did not reach a count per million (cpm) value > 1 in at least 4 samples were removed. As such, we ended up with 12309 genes. 

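Applied to the deposited counts, this filter left 12309 of the 54735 gene symbols when CPM was taken from the total count of each library, and 12305 when library sizes were scaled by TMM. Before the filter, 16039 to 17514 genes were detected in the WT libraries and 16163 to 16866 in the *Casp3/7* ΔIEC libraries. Most markers of cell types outside the sort gate were removed. Of 28 markers of T cells and intraepithelial lymphocytes in the files 5 were kept, of 17 of B cells and plasma cells 3, and of 25 of myeloid cells 4. Of 28 markers of stromal and endothelial cells 6 were kept, of 14 of enteric neurons and glia 1, the receptor gene *Ret*, and of 7 of erythroid cells 0. No kept marker of these types passed an adjusted p of 0.05 from edgeR. The T cell list had a median log2 fold change of -0.54 (camera, limma, adjusted p = 0.61) and the stromal list one of 0.23 (adjusted p = 0.69). Lists with fewer than 5 measured genes were not tested. The immunoglobulin gene *Igkc* was at 33.6 ± 14.8 CPM (SD, n = 4) in WT and 21.3 ± 7.57 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice. The cytotoxic granule gene *Gzmb* was at 1.99 ± 0.956 CPM (SD, n = 4) in WT and 1.01 ± 0.745 CPM (SD, n = 4) in *Casp3/7* ΔIEC mice.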

Differentially expressed (DE) genes were defined based on a log2FC higher than 1 or lower than -1 and adjusted p value (Benjamini–Hochberg (BH) multiple test correction method) lower than 0.05. For the heatmap we first transformed the normalized expression table as ‘log2(2^{expTable} + 1)’ and subsequently scaled the values per gene by calculating the mean expression per gene and then subtracting that mean value of each expression value. GSEA 4.1.0 was used to calculate enrichment for the indicated signatures. All signatures were derived from MSigDB.

M&M S14: ProcartaPlex multiplex immunoassay for cytokine and chemokine profiling

Plasma from *Casp3/7^{ΔIEC}* and WT littermates was obtained by centrifugation of anticoagulated blood at 2,000 g for 10 min at 4 °C. Cytokine and chemokine levels were analyzed using an Affymetrix ProcartaPlex Mouse Magnetic 15-plex (ThermoFisher) according to the manufacturer’s instructions on a Bio-Plex 200 device, and data were evaluated using GraphPad Prism 8 software.

M&M S15: Quantification of Fecal LCN-2 and serum DAO by ELISA

Freshly collected fecal samples were reconstituted in PBS and vortexed using Precellys 24 homonizer (Bertin instrument) at 6800 rpm, 2 cycles of 25 sec and 15 sec intervals to get a homogenous fecal suspension. These samples were then centrifuged for 15 min at 11,000 g and 4 °C. Clear supernatant was collected and stored at -20°C until analysis. LCN-2 levels were estimated in the supernatant using DuoSet Mouse Lipocalin-2/NGAL ELISA kit (R&D Systems, DY1857-05) according to

manufacturer's instructions. Plasma was obtained from *Casp3/7^{ΔIEC}* mice and WT littermate. DAO level was measured using Mouse DAO (Diamine Oxidase) ELISA Kit (BIOMATIK, EKE61613) according to manufacturer's instructions on a Bio-Plex 200 device, and data were evaluated using GraphPad Prism 8 software.

M&M S16: Western Blotting

Intestinal epithelial cells were lysed with 1x Laemmli buffer containing 50 mM Tris-HCl pH 6.8, 2 % SDS and 10 % glycerol. After boiling the samples at 95 °C for 10 min, proteins were separated by SDS-PAGE and transferred to a nitrocellulose membrane (Protran 0,45 micron). Western blotting was performed with the following primary antibodies, overnight at 4 °C (unless otherwise stated): anti-caspase-7 (1/2000, VIB core), anti-caspase-3 (1/2000, VIB core) and HRP-linked anti-beta-tubulin (1/15,000, 1 h room temperature, Abcam ab21058) and secondary antibody, Amersham ECL HRP-linked donkey anti-rabbit IgG (1/3000; NA934 GE Healthcare). Anti-caspase-8 (1/1000, Abnova MAB3429), anti-cleaved caspase-8 (1/1000, Cell Signaling 9429), anti-PARP (1/1000, Cell Signaling 9532S), anti-cleaved PARP (1/1000, Cell Signaling, 9544S), anti-GSDME (1/1000 Abcam, ab215191), anti-GSDMD (1/1000, Abcam ab209845), anti-MLKL (1/1000, Millipore MABC604), anti-phospho S345 (1/1000, Abcam, ab196436) and secondary antibody Amersham ECL HRP-linked goat anti-rat IgG (1/3000, NA935 GE Healthcare). Detection was performed with the western lightning chemiluminescent reagent plus kit (NEL105001EA, PerkinElmer).

M&M S17: Colonoscopic analysis

High-resolution mouse endoscopy was performed as previously described (14) with a 'Coloview' endoscopic system (Karl Storz, Tuttlingen, Germany), consisting of a miniature endoscope, a light source and an air pump to inflate the colon in a regulated manner to facilitate visualization of the bowel. This system allowed investigation of 4 – 5 cm of the distal colon. Mice were anesthetized with 2–2.5% isoflurane in oxygen during endoscopy.

M&M S18: Statistics

Paneth cells, goblet cells, CD45⁺ cells and Ki-67⁺ cells were quantified based on the selected region of interest in QuPath software, relative to the chosen area. All data represent at least three biological replicates. Results are expressed as the mean ± SEM. Statistical differences between experimental groups were analyzed using a two-tailed unpaired Student t-test with GraphPad Prism 8 software and were considered significant when $p < 0.05$. Caspase-positive and negative cell shedding were quantified manually and blinded and were analyzed using two-tailed unpaired Student t-test, considered significantly different when $p < 0.05$.

Supplementary data: Table S1

Suppl Table 1: Overview of samples of scRNAseq experiment										
sample.id	description	sample	organ	cell origin	state	n.hashtags	n.cells.raw	n.cells filtered	n.read/cell	n.genes/cell
FGH001	Small Intestine IEL Wild type	FGH001	SI	IEL	WT	3	14461	7584	21250	796
FGH002	Small Intestine IEL Caspase 3/7 DKO	FGH002	SI	IEL	DKO	3	16091	11956	23709	1391
FGH003	Small Intestine LPL Wild type	FGH003	SI	LPL	WT	3	8236	6907	21452	1210
FGH004	Small Intestine LPL Caspase 3/7 DKO	FGH004	SI	LPL	DKO	3	13822	11983	28322	1548
FGH005	Colon IEL+LPL Wild type	FGH005	Colon	IEL+LPL	WT	6	9786	6997	24362	1313
FGH006	Colon IEL+LPL Caspase 3/7 DKO	FGH006	Colon	IEL+LPL	DKO	6	7189	5445	19218	1243
FGH007	Mesenteric Lymph Nodes Wild type	FGH007	LN	mLN	WT	3	14488	13797	8528	914
FGH008	Mesenteric Lymph Nodes Caspase 3/7 DKO	FGH008	LN	mLN	DKO	3	11365	10987	5041	640
SI = small intestine; IEL = intestinal epithelium leukocytes; LPL = lamina propria leukocytes; mLN = mesenteric lymph node leukocytes										

Supplementary data: References

1. Sato, Toshiro, Robert G. Vries, Hugo J. Snippert, Marc van de Wetering, Nick Barker, Daniel E. Stange, Johan H. van Es, et al. 2009. "Single Lgr5 Stem Cells Build Crypt-Villus Structures in Vitro without a Mesenchymal Niche." *Nature* 459 (7244): 262–65.
2. Heijmans, Jarom, Jooske F. van Lidth de Jeude, Bon-Kyoung Koo, Sanne L. Rosekrans, Mattheus C. B. Wielenga, Marc van de Wetering, Marc Ferrante, et al. 2013. "ER Stress Causes Rapid Loss of Intestinal Epithelial Stemness through Activation of the Unfolded Protein Response." *Cell Reports* 3 (4): 1128–39.
3. Bankhead, Peter, Maurice B. Loughrey, José A. Fernández, Yvonne Dombrowski, Darragh G. McArt, Philip D. Dunne, Stephen McQuaid, et al. 2017. "QuPath: Open Source Software for Digital Pathology Image Analysis." *Scientific Reports* 7 (1). <https://doi.org/10.1038/s41598-017-17204-5>.
4. Skrzypek, T. H., W. Kazimierczak, H. Skrzypek, J. L. Valverde Piedra, M. M. Godlewski, and R. Zabielski. 2018. "Mechanisms Involved in the Development of the Small Intestine Mucosal Layer in Postnatal Piglets." *Journal of Physiology and Pharmacology: An Official Journal of the Polish Physiological Society* 69 (1): 127–38.
5. Stuart, Tim, Andrew Butler, Paul Hoffman, Christoph Hafemeister, Efthymia Papalexi, William M. Mauck 3rd, Yuhan Hao, Marlon Stoeckius, Peter Smibert, and Rahul Satija. 2019. "Comprehensive Integration of Single-Cell Data." *Cell* 177 (7): 1888-1902.e21.
6. Chen, Edward Y., Christopher M. Tan, Yan Kou, Qiaonan Duan, Zichen Wang, Gabriela Vaz Meirelles, Neil R. Clark, and Avi Ma'ayan. 2013. "Enrichr: Interactive and Collaborative HTML5 Gene List Enrichment Analysis Tool." *BMC Bioinformatics* 14 (April): 128.
7. Kuleshov, Maxim V., Matthew R. Jones, Andrew D. Rouillard, Nicolas F. Fernandez, Qiaonan Duan, Zichen Wang, Simon Koplev, et al. 2016. "Enrichr: A Comprehensive Gene Set Enrichment Analysis Web Server 2016 Update." *Nucleic Acids Research* 44 (W1): W90-7.
8. Xie, Zhuorui, Allison Bailey, Maxim V. Kuleshov, Daniel J. B. Clarke, John E. Evangelista, Sherry L. Jenkins, Alexander Lachmann, et al. 2021. "Gene Set Knowledge Discovery with Enrichr." *Current Protocols* 1 (3): e90.
9. Davis, A., Gao, R. and Navin, N.E. 2019. "SCOPIT: sample size calculations for single-cell sequencing experiments." *BMC Bioinformatics* 20, 566.
10. McGinnis, Christopher S., David M. Patterson, Juliane Winkler, Daniel N. Conrad, Marco Y. Hein, Vasudha Srivastava, Jennifer L. Hu, et al. 2019. "MULTI-Seq: Sample Multiplexing for Single-Cell RNA Sequencing Using Lipid-Tagged Indices." *Nature Methods* 16 (7): 619–26.
11. Martinez Arbizu, P. 2020. "PairwiseAdonis: Pairwise Multilevel Comparison Using Adonis." *R Package Version* 0. 4.
12. *MicrobiotaProcess*. n.d. Github. Accessed August 13, 2021. <https://github.com/YuLab-SMU/MicrobiotaProcess>.
13. Hildebrand, F., Nguyen, T.L.A., Brinkman, B. *et al.* Inflammation-associated enterotypes, host genotype, cage and inter-individual effects drive gut microbiota variation in common laboratory mice. *Genome Biol* **14**, R4 (2013).
14. Becker, C., M. C. Fantini, and M. F. Neurath. 2006. "High Resolution Colonoscopy in Live Mice." *Nature Protocols* 1 (6): 2900–2904.

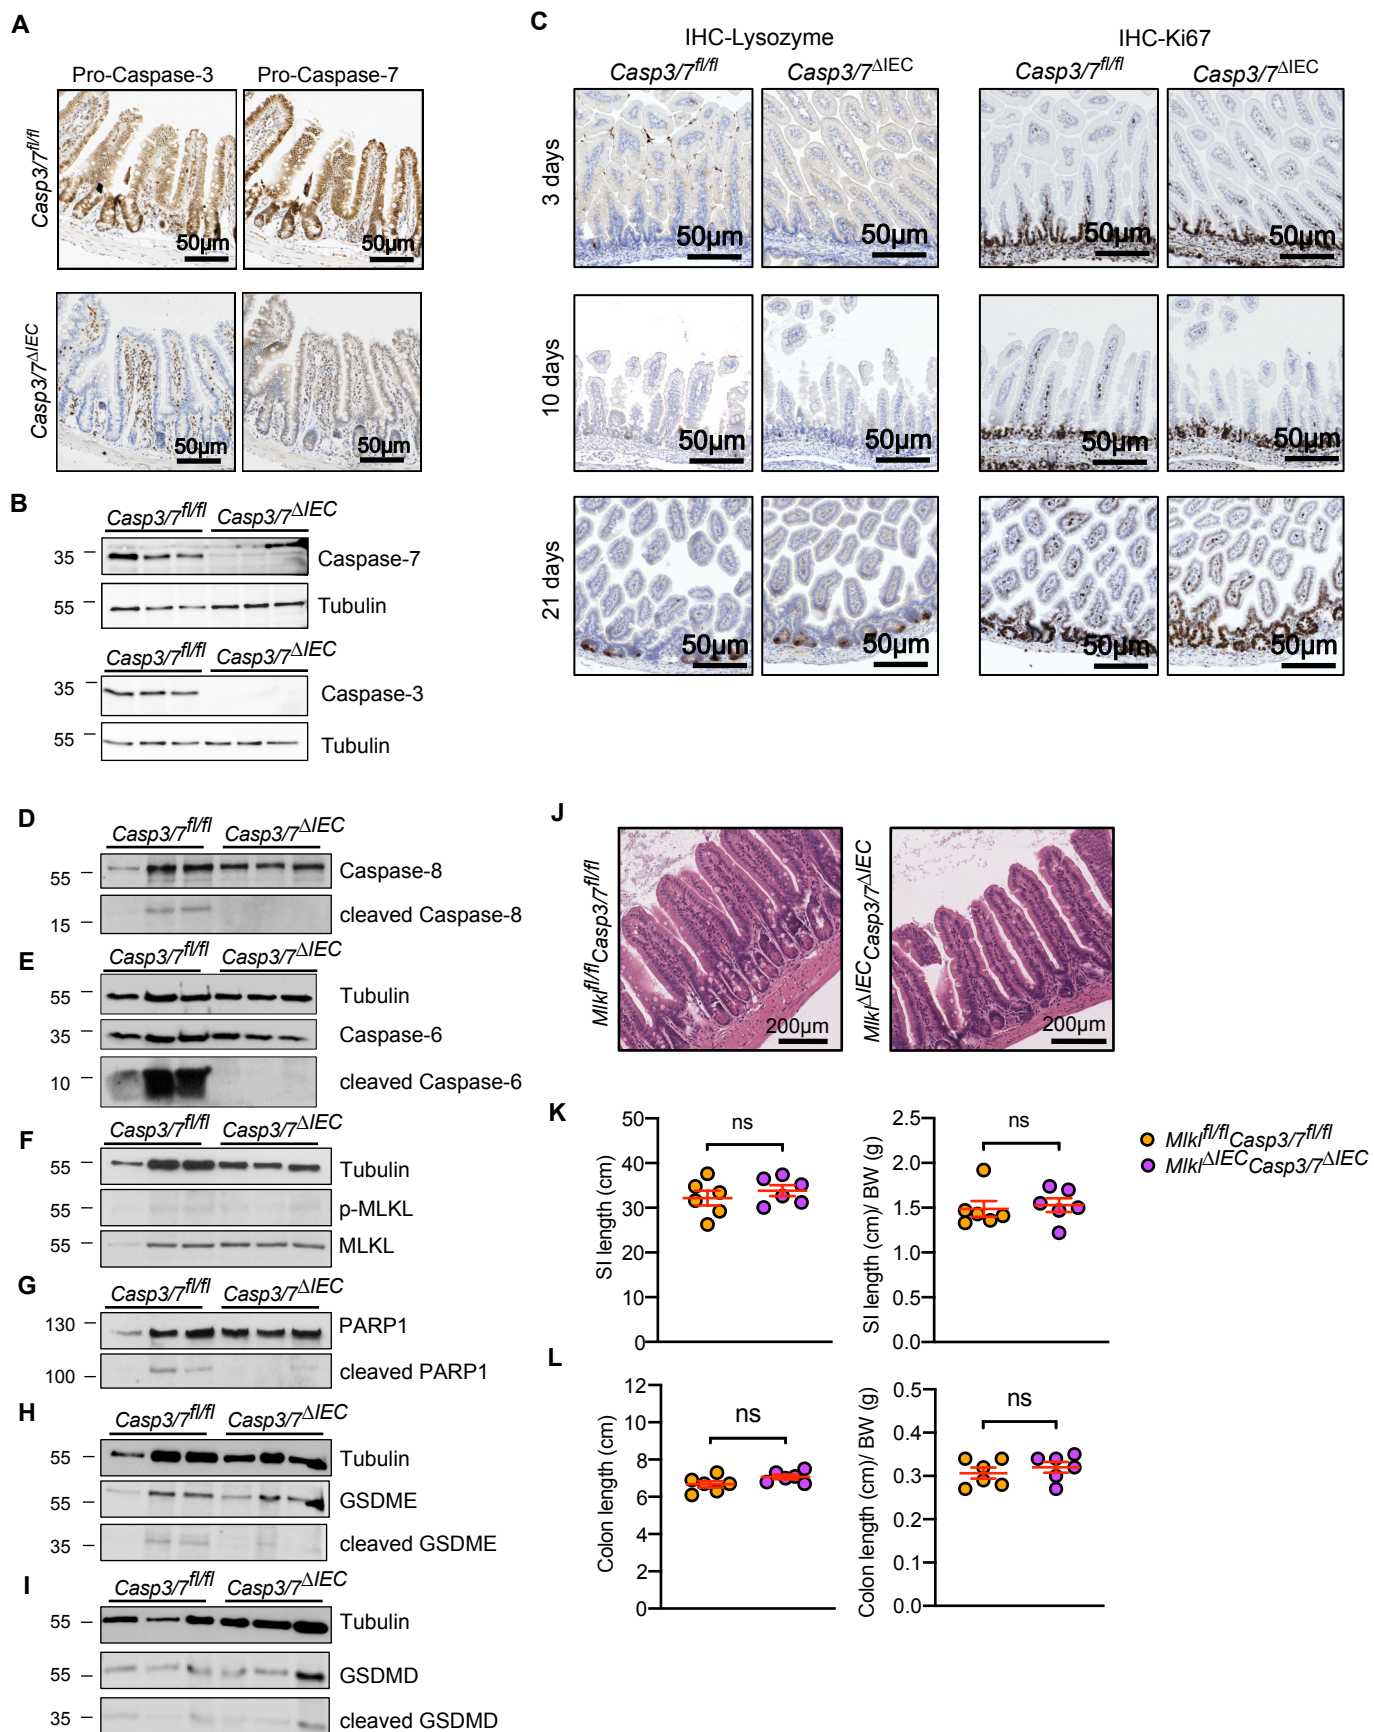

Supplementary Figure 1

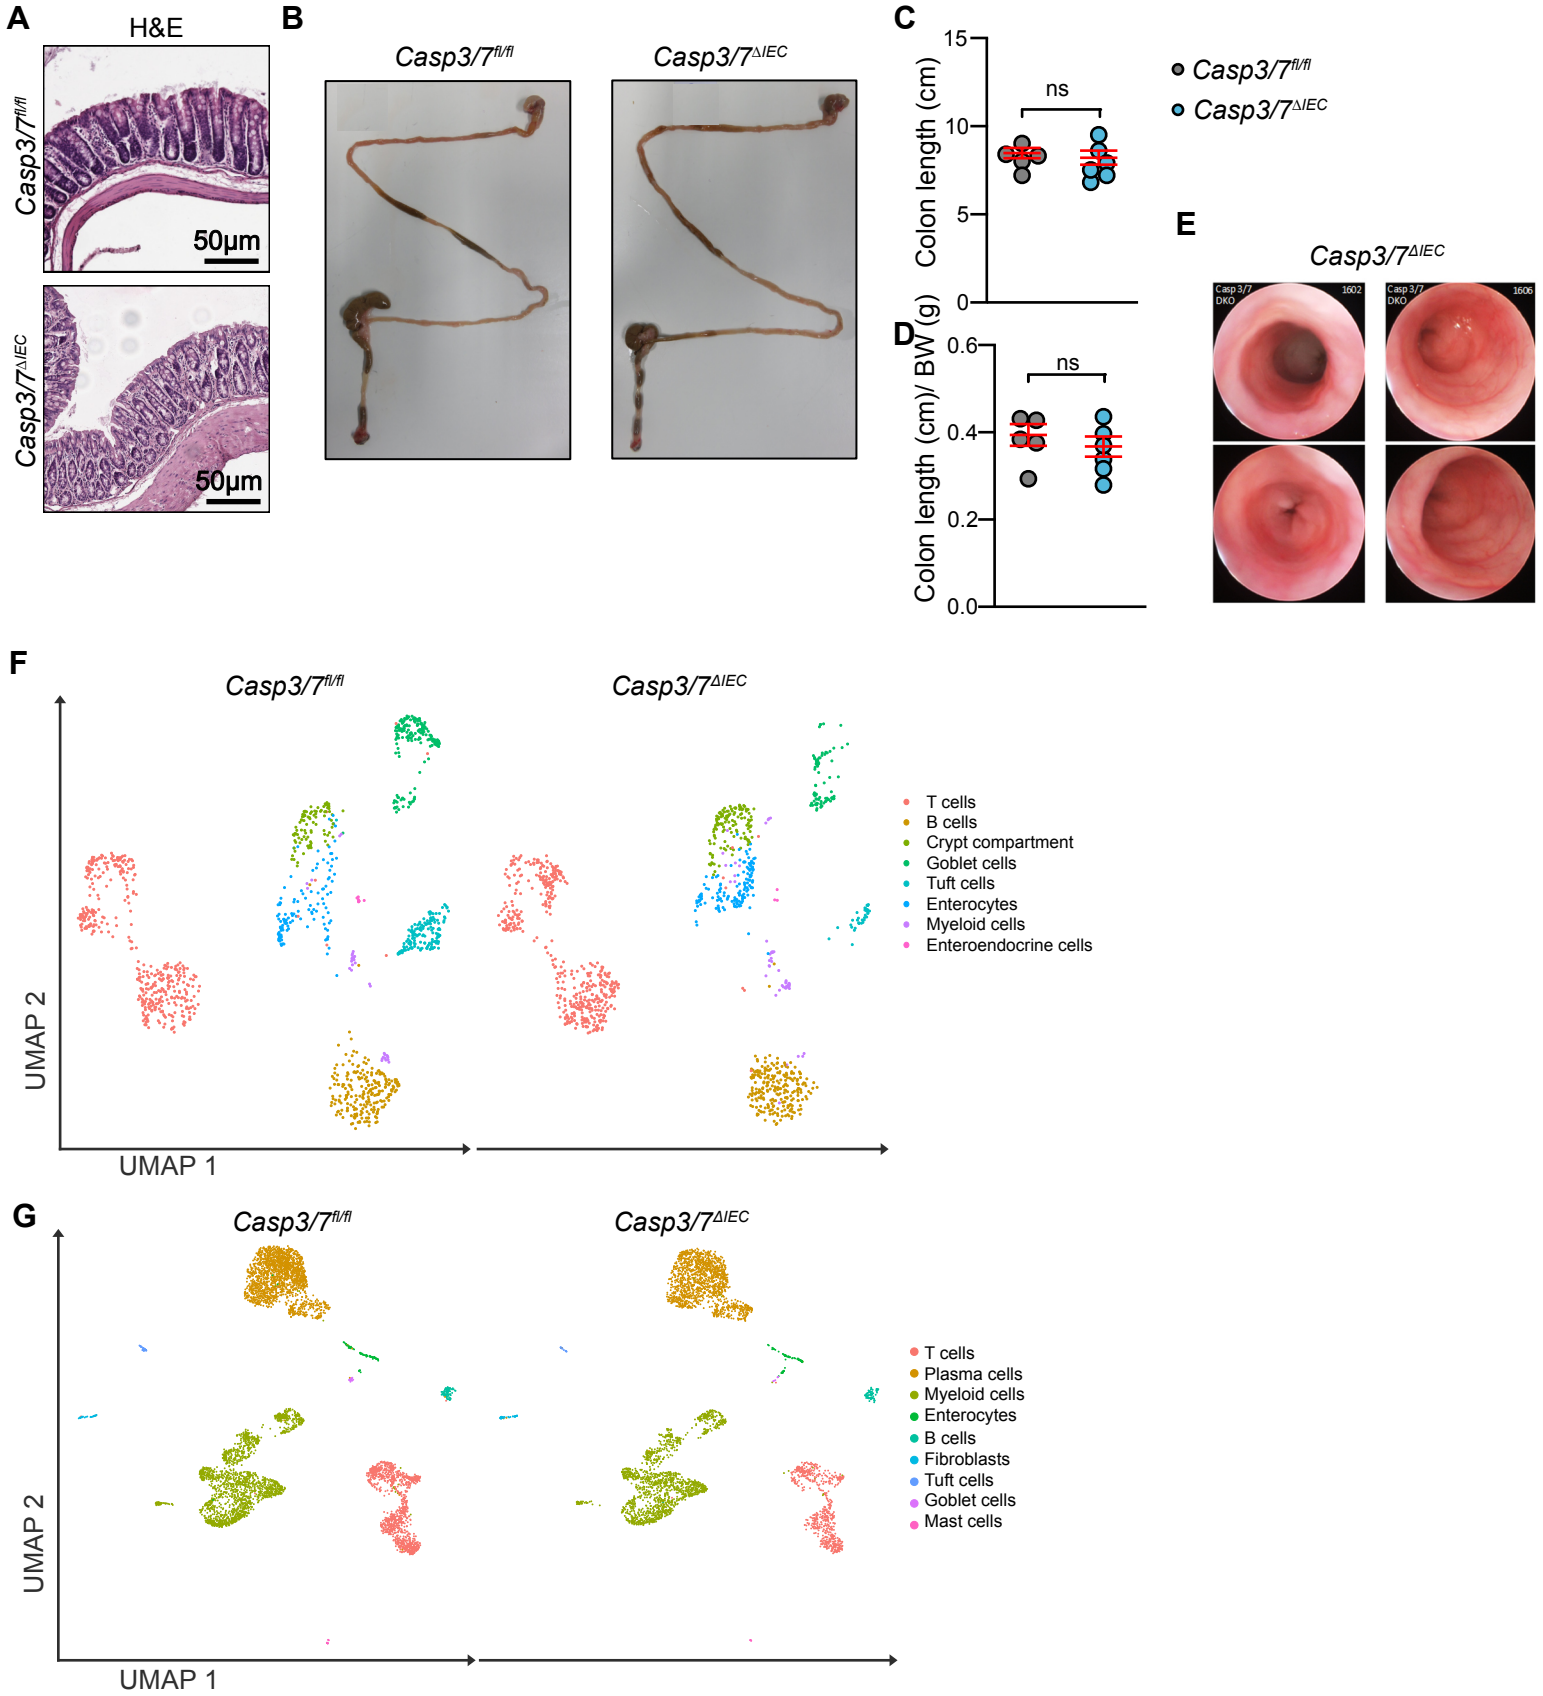

Supplementary Figure 2

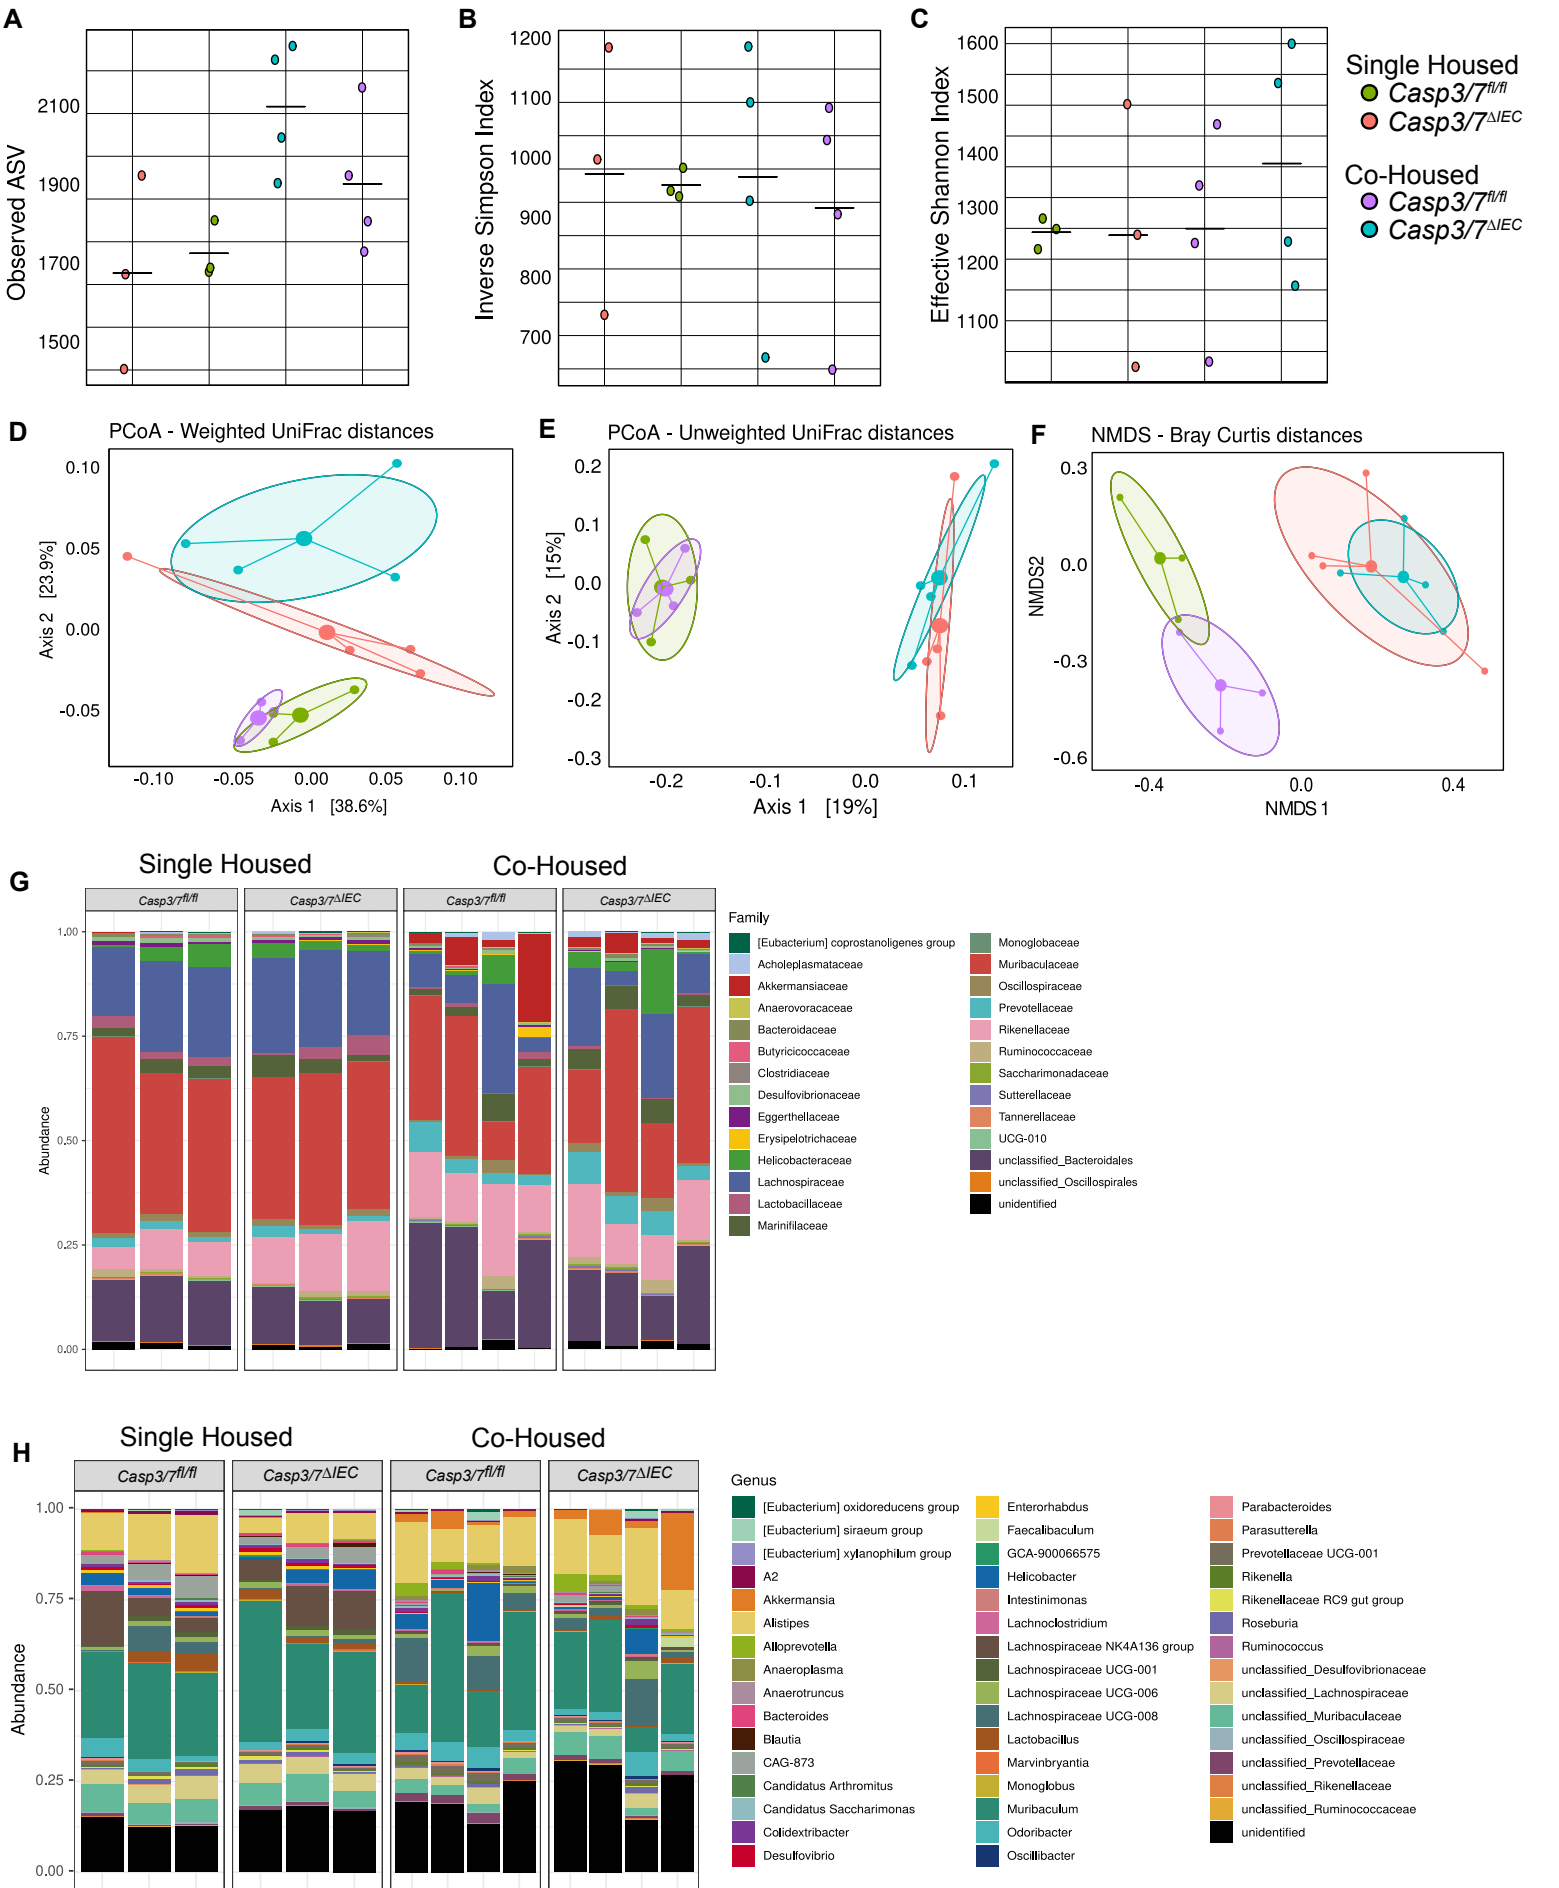

Supplementary Figure 3

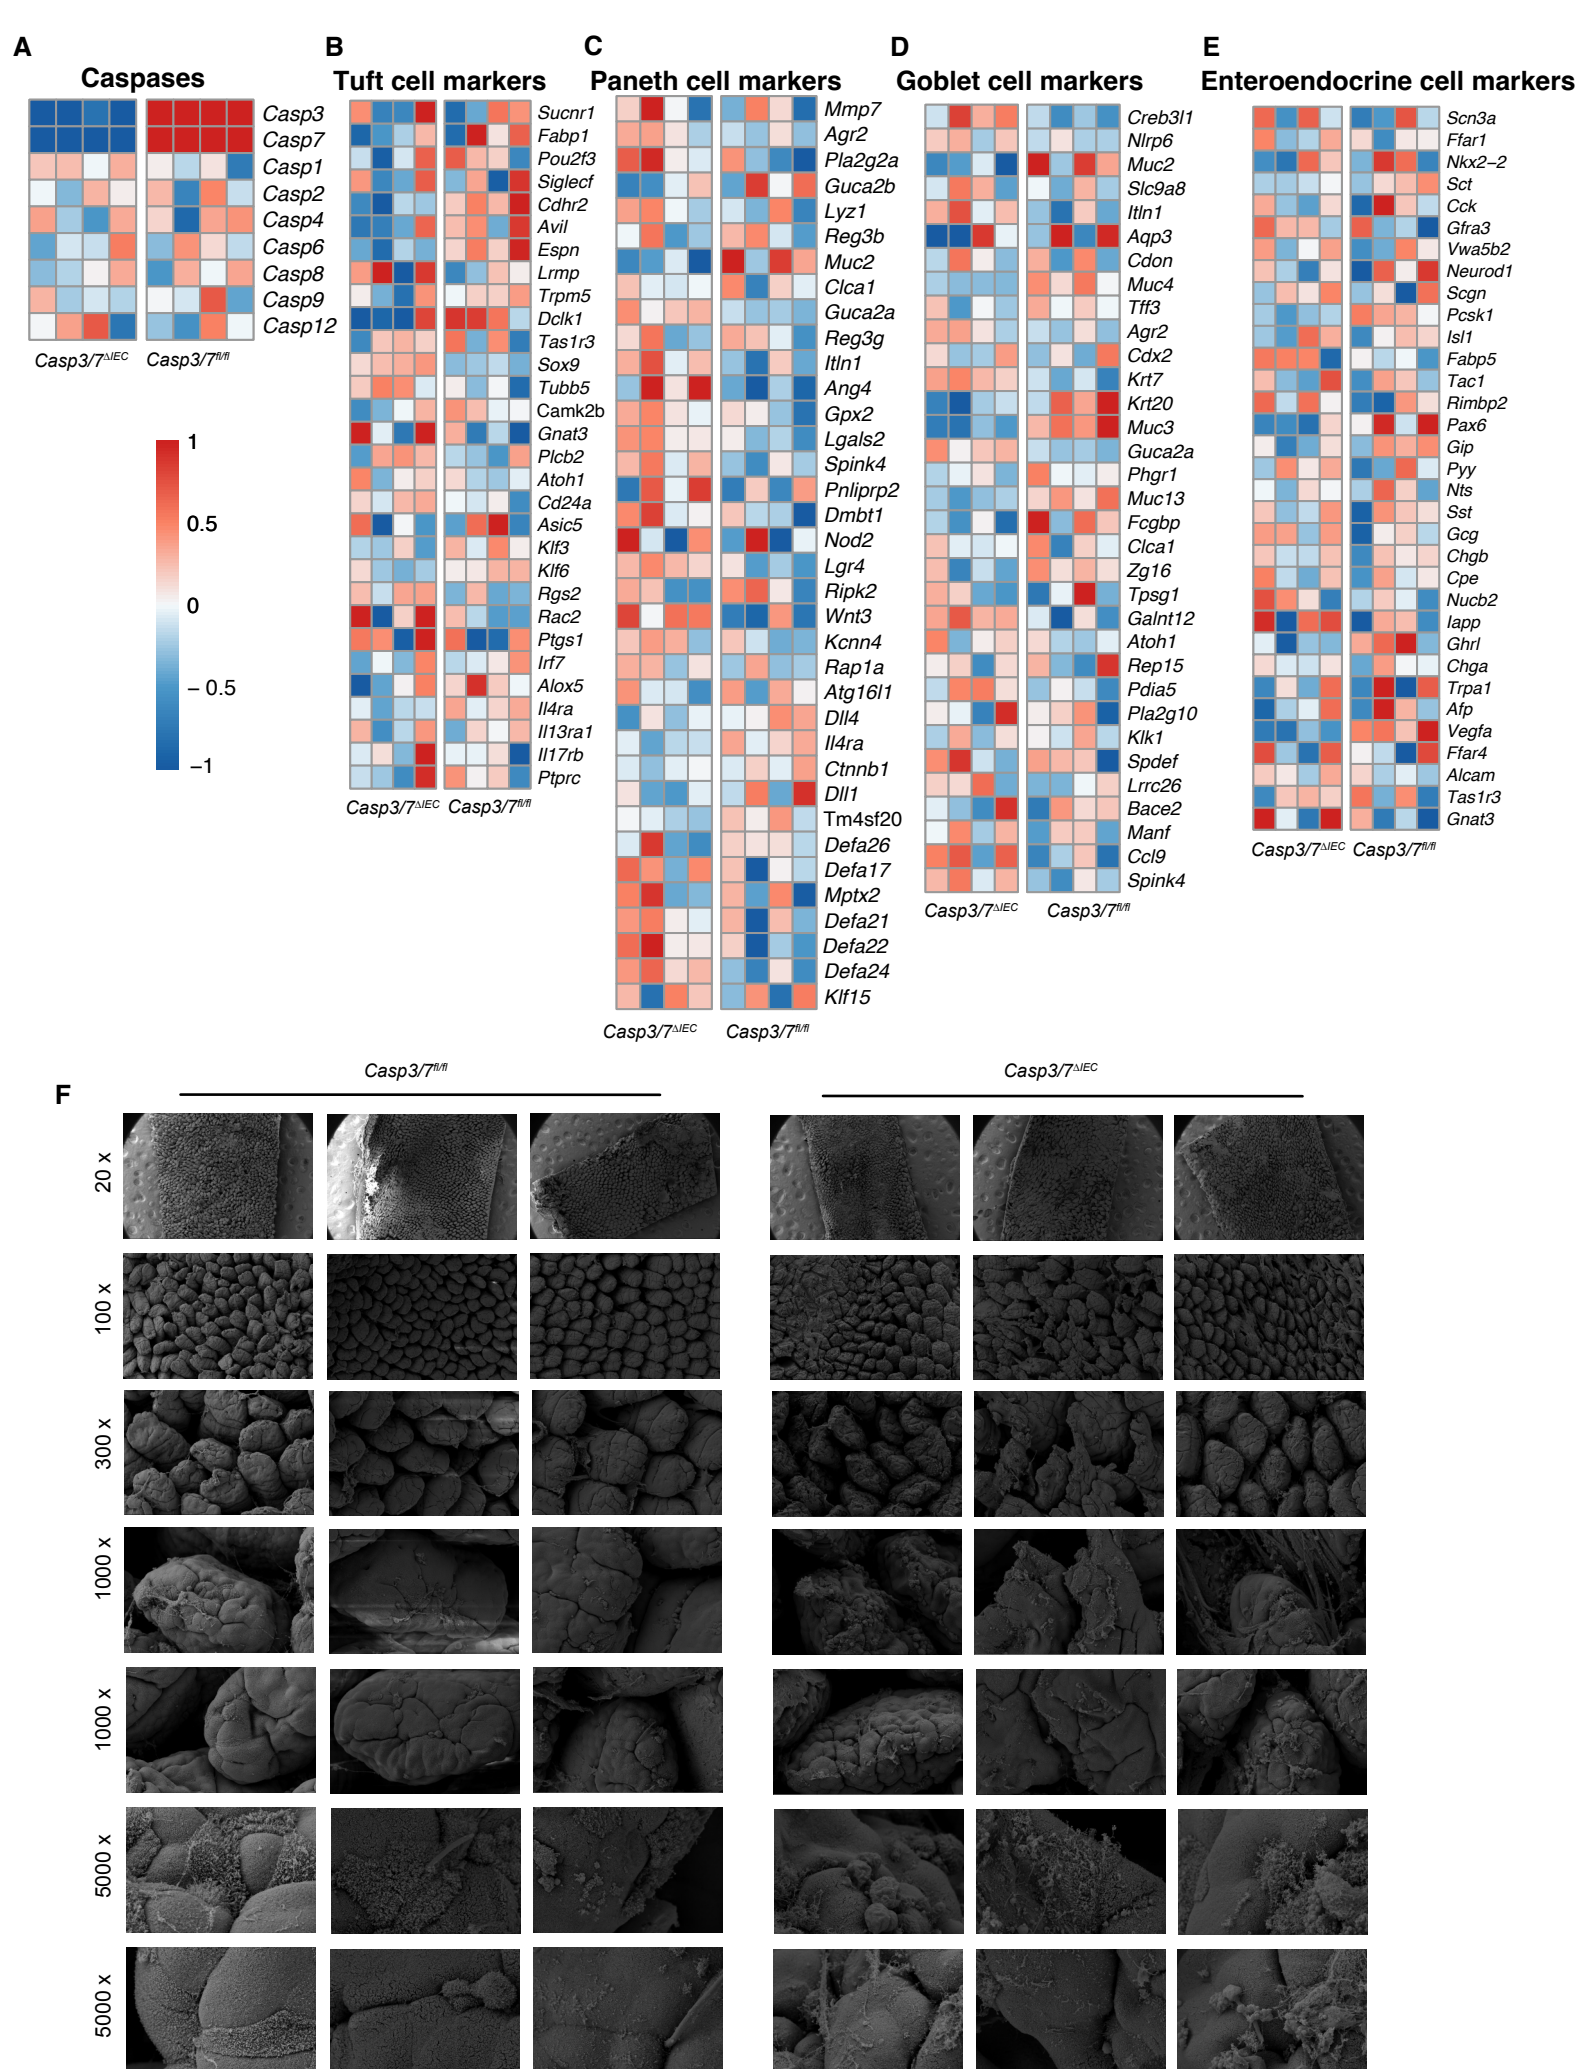

Supplementary Figure 4

A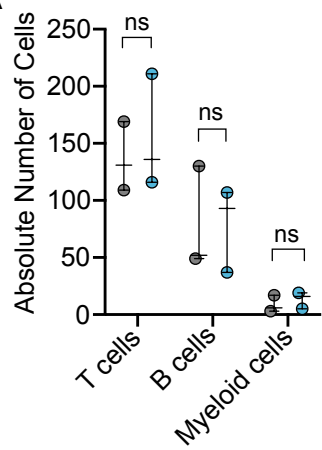**B**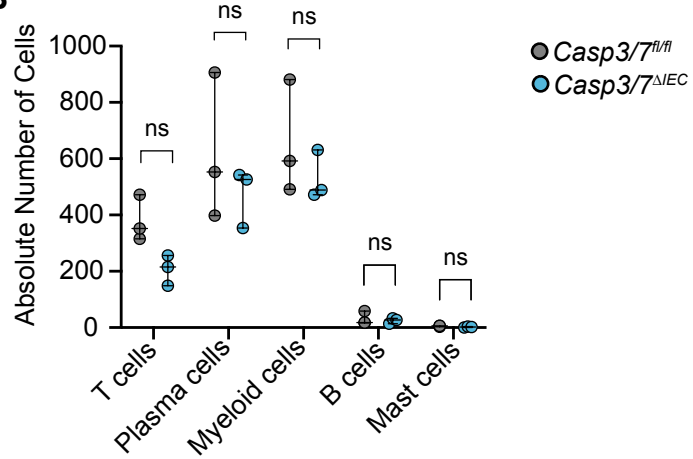

**Supplement:** Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

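RNA of sorted small intestinal IECs from 4 WT and 4 *Casp3/7* ΔIEC mice was compared, with 1 library per mouse and 8 libraries in all. The authors checked the reads with FastQC 0.11.9, mapped them to mm10 with HISAT2 and counted them per gene with featureCounts 2.0.0. The deposited values are whole-number counts per gene symbol, not normalized, in 1 file per library with 54735 symbols each. Of these symbols 54106 have a gene of that name in GENCODE release M21, which gave coordinates, exon lengths and overlaps on mm10. The genotype of each library was taken from its label.

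From the counts, genes with a CPM over 1 in at least 4 libraries were kept (12309 genes) and scaled by TMM. They were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with genotype as the only term and Benjamini–Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a log2 fold change over 1 or under -1, the thresholds of the paper. Members of gene lists were counted at an adjusted p under 0.05 without a fold minimum. The paper names limma without saying how weights or trends were set, so limma 3.58.1 in several forms served as an alternative. The common biological coefficient of variation was 0.453, and the first principal component held 26.4% of the variance. Libraries of 25431188 to 28078403 counts limit the precision of genes near 1 CPM. Values per gene were compared with an exact 2-sided permutation test over 70 arrangements.

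A total of 35 gene lists was fixed before the data were examined, as were the tests, the thresholds and the alternatives, apart from those named here as added. The 31 lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and 10 were called higher and 8 lower, among the latter the caspase list with the 2 deleted genes. With a correlation estimated per list 0 were called, the lowest adjusted p from camera (limma) was 0.24, and 4 lists had an unadjusted p under 0.05. Fry called 4 lists and fgsea 1.28.0 called 21. The MSigDB sets that the paper names were not used, and lists of the same processes stand in for them. The interferon list was written after the symbols in Fig. 2E had been seen and is not independent evidence of a direction.

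The genes named in the text follow a rule set before the data were examined. It takes *Casp3*, *Casp7*, *Mki67*, the caspases and the 10 symbols printed in Fig. 2E, which had been seen there. It adds per direction the 10 called genes with the largest fold change whose genotypes do not overlap, and per list up to 4 members with the smallest p. Genes with provisional names are counted (21 of the called genes) and not named. *Malat1*, *Gtpbp2*, *Xist*, *Ddx3y* and *Kdm5d* are outside this rule, and *Malat1* and *Gtpbp2* were chosen after their values were seen.

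The procedure was tested on simulated counts of the 12309 genes, with 200 genes changed between 4 and 4 libraries. It recovered 50% of genes changed by 1.5 on the log2 scale and 80% of those changed by 3, and called 3 unchanged genes. The DESeq2 test recovered 62% and 85% and called 19 unchanged genes. A simulated list shifted by 0.5 had p = 7.1e-11 from camera (limma) with the preset correlation and p = 1.8e-04 with an estimated one. Its genes were drawn independently of each other. In the real lists the estimated correlation reached 0.69, for cytosolic ribosomal proteins. The simulation therefore does not test the list calls where genes are correlated.

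Alternatives were other scalings (RLE, library size only), other filters (no filter, filterByExpr, CPM over 5), limma-voom with and without sample quality weights, limma-trend, DESeq2 1.42.0, a robust fit, other thresholds, a replicate block, other list tests, lists without shared genes, and each library left out in turn. Upper quartile scaling, the fit without both replicates 4 and limma without precision weights were added after the data were seen. Reads were not mapped again, and the single-cell, protein, histology and microbiome experiments of the paper were left out because the series holds none of their samples.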

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

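The test on the scaling of the libraries was chosen after the result was seen.

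Several gene lists beyond the signatures that the paper reports for the bulk libraries moved between the genotypes by camera (limma) with the preset correlation, and 0 of them did so with an estimated correlation. Cytosolic ribosomal proteins (adjusted p = 5.4e-20), nuclear-encoded oxidative phosphorylation (7.3e-05), intestinal stem cells (3.9e-09) and Paneth cells (3.0e-04) were higher. MHC class II presentation (adjusted p = 0.0012), extrusion and anoikis (0.0047), absorptive enterocytes (1.2e-13), villus tip enterocytes (1.0e-13) and proximal enterocytes (8.5e-05) were lower.

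Growth, division and crypt lists were higher and villus lists lower in *Casp3/7* ΔIEC libraries by camera (limma), calls that were lost with an estimated correlation (adjusted p = 0.31 to 0.34). The scaling of the libraries is argued against only as far as 3 other scalings go, under which the medians of the stem cell and villus tip lists kept their sign. The one nearest to 0 in standard errors was -0.84 (standard error 0.22). This standard error is over the correlated genes of the list and does not measure the spread between mice. Under these scalings the median of all genes tested was 0.017 to 0.22, so a larger error of scaling was not tried. Transcript length and GC content are argued against for the stem cell and villus tip lists, as at least 1.01 of each median was kept after their trend was removed. Over the 8 signatures the share kept ran from 0.67 for IL6-JAK-STAT3 signaling to 1.05 for DNA repair. It was 0.80 for Paneth cells and 0.90 for cytosolic ribosomal proteins, so a part of these shifts may go with length or GC content. A larger share of crypt cells among the sorted cells stays open as a candidate explanation. The slope on the crypt-minus-villus score among libraries of 1 genotype gives a median share of 1.29 (standard error 0.21) of the differences in the 8 signatures. For IL6-JAK-STAT3 signaling alone it gives 0.30 (standard error 0.57). Within the genotypes, the score also followed the first principal component (r = 0.97) and the TMM factors (r = 0.96), with shares of 1.01 and 0.85. The slope therefore cannot tell crypt cells from another source of this main axis of variation between libraries. Whether the genotype or the isolation of the cells changed the share of crypt cells was not tested. A difference of genotype within each cell type stays open as well. The gut region sampled, given as jejunum and ileum in the paper and as ileum in the labels, was not tested either. Proximal enterocyte genes had a median log2 fold change of -0.70, while the ileal list, with a median of -0.14, did not pass.

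Other groupings of the 8 libraries into 4 and 4 were compared with the genotypes. For genes, 1 of 35 splits, the genotypes themselves, gave as many as 256 calls, and the highest other split gave 0. This argues against chance but is the smallest share that 35 splits allow. The test cannot tell the genotype from another difference that falls along it, such as the crypt-minus-villus score. For lists, 3 of 35 splits gave at least the 18 lists called between the genotypes, the highest other split gave 19, and chance cannot be excluded.

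Single libraries stood apart from the other 3 of their genotype in 9 of 130 groups of values. Chance gives about 5% of groups, which is close to this count, so the 9 listed here may all be chance. The total of WT replicate 1 was 25829265 counts, against 27719407 to 28078403 in the other WT libraries. *Bmp8a* was at 4.73 CPM in *Casp3/7* ΔIEC replicate 1, against 11.3 to 11.7 CPM in the others. *Plag1* was at 0.63 CPM in *Casp3/7* ΔIEC replicate 2, against at most 1.57 CPM in the others. *Ifi27l2a* was at 2.26 CPM in WT replicate 2, against at most 0.037 CPM, and at 29.8 CPM in *Casp3/7* ΔIEC replicate 4, against 7.66 to 10.6 CPM. *Defa34* was at 36.3 CPM in *Casp3/7* ΔIEC replicate 3, against 1.64 to 4.09 CPM. *Egfros* was at 1.90 CPM in *Casp3/7* ΔIEC replicate 1, against 0.10 to 0.30 CPM. *Rmdn2* was at 15.8 CPM in WT replicate 4, against 3.30 to 4.48 CPM. The tuft cell score was -0.14 in WT replicate 4, against 0.073 to 0.10 in the other WT libraries.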

How the results depend on the processing

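The fits with upper quartile scaling, without both replicates 4 and with limma without precision weights were chosen after the results were seen. *Casp3* and *Casp7* were lower in every fit and passed in every fit but limma without precision weights, where *Casp3* had a log2 fold change of -3.21 (limma adjusted p = 0.13). Without each library in turn they were -3.28 to -2.71 and -3.15 to -2.88. Of 86 named genes that passed, 54 did so in every planned fit with all 8 libraries and 16 also without each library, and 20 did so without *Casp3/7* ΔIEC replicate 2. Depth limits genes near 1 CPM, and *Cfh* had 0 WT counts. DESeq2 gave no adjusted p for 12 named genes, of which 5 passed with edgeR, and these are left out of its comparison. The cause was not tested for any of the values that follow.

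Genes higher and lower in *Casp3/7* ΔIEC mice numbered 155 and 469 with no fold minimum, 225 and 339 at an unadjusted p, 1 and 2 (*Mt1*, *Casp3* and *Casp7*) against a fold minimum with glmTreat, 147 and 78 with library size only, 14 and 81 without both replicates 4, and 2 and 2 with limma without precision weights. Higher genes alone moved by over 1.5 times to 108 without a filter (23932 genes tested), 40 with voom and sample quality weights and 104 with DESeq2. Without each library in turn, higher genes numbered 10 to 116 and lower genes 62 to 291.

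Whether the replicate numbers pair the libraries is not settled, and no pairing was assumed. Of 4 pairs with the same number, 1 correlated by over 0.1, and 4 of 8 libraries correlated best with their own number. Replicate 4 of each genotype, and no other library, held *Xist* transcripts over 1 CPM. With the replicate block 68 genes were higher and 220 lower, *Casp2* had a log2 fold change of 0.0058 and *Cfh*, the only symbol of Fig. 2E to lose its call there, an adjusted p of 0.054 from edgeR.

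Signs turned for genes that did not pass. *Casp2* was at 0.13 with library size only, 0.0071 with limma-trend and 0.0071 with limma without precision weights. *Casp4*, *Casp6* and *Casp8* were at 0.12, 0.15 and 0.11 with library size only, *Casp8* at 0.0011 and *Casp12* at -0.091 with sample quality weights. Without each library in turn, *Casp2* ran from -0.23 to 0.14, *Casp4* from -0.29 to 0.082, *Casp6* from -0.27 to 0.11, *Casp8* from -0.24 to 0.016 and *Casp9* from -0.35 to 0.14.

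Camera with an estimated correlation called 0 lists and fry 4, against 18. With the former the adjusted p (limma) was 0.3385 for both MYC lists, the unfolded protein response, E2F targets, the G2/M checkpoint and IL6-JAK-STAT3 signaling, 0.3101 for DNA repair and 0.3466 for TGF-β signaling. With fry it was 0.08883 for both MYC lists, E2F targets, the G2/M checkpoint and TGF-β signaling and 0.05309 for IL6-JAK-STAT3 signaling. It was 0.05516 for TGF-β signaling with library size only and 0.05034 for DNA repair without shared genes. Directions turned, at these adjusted p values from limma or, where named, fgsea, for mitochondrial transcripts with library size only (0.9076), for enteroendocrine genes with library size only (0.9507), fry (0.9883), fgsea (0.7334), CPM over 5 (0.8254) and without both replicates 4 (0.7397), for stromal genes with fgsea (0.9495) and for acinar genes with filterByExpr (0.996). Without each library in turn, 18 to 19 lists were called, and the adjusted p from limma ran from 0.3575 to 0.9999 for enteroendocrine genes, 0.365 to 0.9503 for goblet genes, 0.5185 to 0.9937 for stromal genes and 0.4894 to 0.9881 for acinar genes, with the direction turned in 3, 1, 1 and 1 of these fits.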

Differences from the paper's values

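The unadjusted p of the targeted genes was smaller here than the p in Fig. 2F. The legend of that figure does not say whether its p is adjusted. After adjustment, p from edgeR was 0.0012 for *Casp3* and 9.6e-07 for *Casp7*. For *Casp3*, -log10 p was 6.30, and the value of the paper is about 3.7 in Fig. 2F, read by eye. For *Casp7*, -log10 p was 10.1, and the value of the paper is about 5.9 in Fig. 2F, read by eye. Of the alternatives set before the data were examined, only the replicate block brought *Casp7* (8.72) within 1.5 times the value of the paper, and none did so for *Casp3*. Limma without precision weights gave 3.65 and 5.93. It was chosen after seeing the values, as 1 of 9 limma settings tried, of which others without weights came as close. This setting calls 1 of the 10 symbols printed in Fig. 2E and drops 9 of them. It called 2 higher genes (*Cfh* and *Mt1*) and 2 lower genes (*Casp7* and *Gtpbp2*, the latter chosen after its values were seen).

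Of the 10 symbols printed in Fig. 2E, 3 (*Cfh*, *Phf11d* and *Bmp8a*) were called here at the thresholds of the paper, and 3 were in most other fits. Without a filter on low counts 4 were, with *Trib3* (adjusted p = 0.034 from edgeR). *Trib3* was also called with limma-trend (adjusted p = 0.047), which drops *Cfh*, and *Dmxl2* with DESeq2 (adjusted p = 0.024), which gave an adjusted p for 3 of the 10. Called were 2 with sample quality weights and with CPM over 5 (2 measured), and 1 without both replicates 4. Of the 10, 8 had an unadjusted p under 0.05 from edgeR, and all 10 had the direction that the figure shows.

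The paper states that markers of cell types did not differ between the genotypes, and its text cites single cells. The legend of Fig. S4 gives n = 4 per genotype, as in the bulk libraries, so it is unclear which data that statement on markers rests on. The paper also reports no change in goblet, Paneth and Ki67-positive cells in stained tissue sections, which bulk RNA does not count. In the bulk libraries, the goblet, tuft and enteroendocrine lists did not pass, whereas the Paneth cell list was higher (camera adjusted p = 3.0e-04, and adjusted p = 0.34 with an estimated correlation), as were stem cell genes, and villus tip and absorptive genes were lower, calls that were also lost with an estimated correlation (camera, limma, adjusted p = 0.31, 0.31 and 0.34).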

Other observations

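The tests on immune cells and on a single library were chosen after the result was seen, as were the crypt shares of the whole interferon list and of *Malat1* alone, and the test on a single library replaced 1 on the 10 interferon genes that rose, which had been picked over all libraries.

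Gasdermin genes moved in opposite directions in *Casp3/7* ΔIEC IECs. *Gsdmc4* (log2 fold change 1.58) and *Gsdmc2* (1.67), which are similar genes of the gasdermin C family, rose, and *Gsdmd* (-1.00), a pore-forming effector of pyroptosis that is also in the villus tip list (15 of 22 fell), and the inflammasome sensor gene *Nlrp9b* (-1.72) fell. Of 26 genes of necroptosis and pyroptosis, 3 rose and 2 fell at an adjusted p under 0.05 from edgeR (4 and 2 when adjusted over the list alone), and the list did not pass (median 0.00, camera, limma, adjusted p = 0.55). Of 36 genes of the apoptosis machinery, 0 rose and 4 fell (0 and 4 when adjusted over the list alone): *Pmaip1* (-0.90), *Apaf1* (-0.75), *Bcl2l1* (-0.94) and the TNF receptor gene *Tnfrsf1a* (-1.01). That list did not pass (median 0.01, mean -0.03, camera, limma, adjusted p = 0.24) but was called lower by fgsea (adjusted p = 0.023). Of 8 genes of MHC class II presentation, *H2-Ab1* (-0.78), *Cd74* (-0.61) and *H2-Eb1* (-0.57) fell and 0 rose (0 and 5 when adjusted over the list alone). The median was -0.54 (camera adjusted p = 0.0012, and adjusted p = 0.34 with an estimated correlation).

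Of 75 genes of cytosolic ribosomal proteins, 11 rose and 0 fell at an adjusted p under 0.05 from edgeR (45 and 0 when adjusted over the list alone), such as *Rpl37* (0.73) and *Rps20* (0.69). The median was 0.54 (camera adjusted p = 5.4e-20, and adjusted p = 0.34 with an estimated correlation). Many ribosomal protein genes have processed pseudogenes, so their values are uncertain. Of 73 nuclear genes of oxidative phosphorylation, *Ndufs7* (0.72), of respiratory complex I, rose and 0 fell (0 and 0 when adjusted over the list alone), with a median of 0.16 (camera adjusted p = 7.3e-05, and adjusted p = 0.35 with an estimated correlation). Of 23 genes of extrusion and anoikis, the tight junction gene *Cldn2* (1.05) rose and 4 fell, among them *Src* (-0.80), *Myh14* (-0.68) and *Rock2* (-0.58), which act on adhesion and contraction (1 and 7 when adjusted over the list alone). The median was -0.30 (camera adjusted p = 0.0047, and adjusted p = 0.36 with an estimated correlation). Of 35 immediate early and heat shock genes, 1 rose and 6 fell, among them *Ier5* (-0.81) (1 and 6 when adjusted over the list alone), and the list did not pass (median -0.04, camera, limma, adjusted p = 0.24). Of 21 antimicrobial and inflammatory genes, *Mt1* rose and the IL-22 receptor gene *Il22ra1* (-0.77) fell (1 and 1 when adjusted over the list alone), and the list did not pass (median -0.05, mean 0.18, camera, limma, adjusted p = 0.26) but was called higher by fgsea (adjusted p = 0.030). Mitochondrial transcripts (median -0.07, adjusted p = 0.55) and pancreatic acinar transcripts (median -0.27, mean 0.04, adjusted p = 0.72) did not pass by camera (limma) either. The lists with too few genes for a test had medians of -0.66 (B cells), 0.17 (myeloid cells) and -0.42 (neurons and glia, 1 gene).

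Of 67 interferon-responsive genes, 10 rose and 3 fell at an adjusted p under 0.05 from edgeR (13 and 7 when adjusted over the list alone), and the list did not pass with all libraries (median 0.04, camera, limma, adjusted p = 0.073) but was called by fgsea (adjusted p = 0.0020) and by camera in 6 of 8 fits without 1 library (0.0080 to 0.57 over the 8). A rise in all immune cells carried through the sort for CD45-negative cells is argued against only by a sum of markers. Summed markers of T, B and myeloid cells had a log2 fold change of -0.092 (standard error 0.16). Kept myeloid markers led this sum, at 141 CPM in WT and 152.5 CPM in *Casp3/7* ΔIEC mice. Kept B cell markers held 72.3 and 48.1 CPM and kept T cell markers 11.5 and 9.97 CPM. The sum therefore cannot exclude a rise in 1 of these cell types. A single *Casp3/7* ΔIEC library is argued against only for the genes that lay wholly above WT. Without each *Casp3/7* ΔIEC library in turn these were 14 to 18 of the 67. Of 35 arrangements of the other 7 libraries, 1, the genotypes, gave as many, which is the smallest share that 35 allow. With all 8 libraries, 13.2% of all genes tested separated the genotypes in either direction, where chance gives 2.86%. This rank therefore does not set the interferon genes apart from other genes. No WT library was left out in this test. The call of the list did lean on single libraries, with an adjusted p of 0.57 (camera, limma) without *Casp3/7* ΔIEC replicate 4. Of the 10 genes that rose, 3, 3, 6 and 4 passed without *Casp3/7* ΔIEC replicates 1 to 4. A larger share of crypt cells is argued against, as the slope on the crypt-minus-villus score among libraries of 1 genotype gave a share of -0.21 (standard error 0.22) of the difference for the 10 genes, which were picked by their rise, and -0.95 (standard error 0.44) for the whole list. A response to the genotype stays open as a hypothesis, found and tested on the same libraries, and litter and housing were not tested.

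The long noncoding RNAs *Malat1* and *Neat1*, which stay in the nucleus, fell, *Malat1* from 7252 ± 846 CPM (SD, n = 4) to 3641 ± 417 CPM (SD, n = 4), with *Malat1* chosen after its values were seen. A larger share of crypt cells cannot be told apart from a change in these RNAs: its share of the difference was -0.030 (standard error 0.27) for both and 0.16 (standard error 0.22) for *Malat1* alone, and *Neat1* is itself in the villus tip list and in the score. Less nuclear RNA in the *Casp3/7* ΔIEC libraries cannot be told apart from a change in these RNAs. The other 737 long noncoding RNAs had a median log2 fold change of -0.35 (standard error 0.045, over genes and not mice), between the bounds set for either reading. This median lay below all 10000 matched draws of protein-coding genes, whose median was 0.14. Of the 737, 9 were called lower and 0 higher. The comparison with draws thus met what was set for less nuclear RNA, while the size of the fall did not. A change in *Malat1* and *Neat1* with the genotype may therefore remain open beside both.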
